# Stromal PTEN determines mammary epithelial response to radiotherapy

**DOI:** 10.1038/s41467-018-05266-6

**Published:** 2018-07-17

**Authors:** Gina M. Sizemore, Subhasree Balakrishnan, Katie A. Thies, Anisha M. Hammer, Steven T. Sizemore, Anthony J. Trimboli, Maria C. Cuitiño, Sarah A. Steck, Gary Tozbikian, Raleigh D. Kladney, Neelam Shinde, Manjusri Das, Dongju Park, Sarmila Majumder, Shiva Krishnan, Lianbo Yu, Soledad A. Fernandez, Arnab Chakravarti, Peter G. Shields, Julia R. White, Lisa D. Yee, Thomas J. Rosol, Thomas Ludwig, Morag Park, Gustavo Leone, Michael C. Ostrowski

## Abstract

The importance of the tumor–associated stroma in cancer progression is clear. However, it remains uncertain whether early events in the stroma are capable of initiating breast tumorigenesis. Here, we show that in the mammary glands of non-tumor bearing mice, stromal-specific phosphatase and tensin homolog (*Pten*) deletion invokes radiation-induced genomic instability in neighboring epithelium. In these animals, a single dose of whole-body radiation causes focal mammary lobuloalveolar hyperplasia through paracrine epidermal growth factor receptor (EGFR) activation, and EGFR inhibition abrogates these cellular changes. By analyzing human tissue, we discover that stromal PTEN is lost in a subset of normal breast samples obtained from reduction mammoplasty, and is predictive of recurrence in breast cancer patients. Combined, these data indicate that diagnostic or therapeutic chest radiation may predispose patients with decreased stromal PTEN expression to secondary breast cancer, and that prophylactic EGFR inhibition may reduce this risk.

## Abstract (web summary)

The tumor microenvironment influences tumor progression. Here the authors show that lack of stromal PTEN phosphatase induces DNA repair defects in the neighboring mammary gland epithelial cells via hyperactivation of EGF-receptor signaling, resulting in higher radiation-induced DNA damage and hyperplasia.

## Introduction

Stroma in the breast tumor microenvironment (TME) is comprised of perivasculature, endothelia, fibroblasts, adipocytes, and immune cells^1,2^. These cells can be reprogrammed to promote tumor growth as well as metastatic spread. Previous work by our laboratory described the tumor suppressive function of phosphatase and tensin homolog (PTEN) signaling in the breast TME^3^. Acting as a phosphatidylinositol-3,4,5 trisphosphate 3-phosphatase, PTEN is a well-described tumor suppressor that deactivates phosphoinositide substrates required for signaling by phosphatidylinositol 3-kinase (PI3K), a key component of the AKT/PKB survival pathway^4^. To directly study stromal-specific PTEN function, we developed and utilized a transgene encoding *Cre* recombinase downstream of the fibroblast specific-1 promoter (*Fsp1*/*S100A4*) to conditionally delete PTEN in cells of mesenchymal origin^3^. PTEN was deleted in the mammary stroma of a HER2 (human epidermal growth factor receptor 2) mouse model of breast cancer (MMTV-*ErbB2*)^5^ revealing accelerated appearance and progression of *ErbB2*-induced tumors with invasive properties^3^. In this model, loss of stromal PTEN hyperactivates the transcription factor ETS2 (v-Ets avian erythroblastosis virus E26 oncogene homologue 2), ultimately generating an oncogenic secretome, and increasing extra-cellular matrix (ECM) remodeling, immune cell infiltration, and tumor vascularization^3,6^. While these findings have brought recognition that an active stroma participates in all phases of cancer progression^1,2,7–10^, whether a pro-oncogenic TME co-evolves in response to cues from neighboring transformed breast epithelia, or whether changes within the normal microenvironment can be sufficient to initiate malignant transformation of the breast is still unclear.

In the current study, we evaluated how genetic loss of stromal PTEN alters the mammary epithelium prior to tumor formation and discovered an unexpected role for stromal PTEN function in epithelial genetic stability. Comparison of gene expression in non-tumor bearing control *ErbB2;Pten*^*fl/fl*^ and experimental *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mice uncovered a defect in DNA repair in pre-neoplastic ductal luminal epithelium of mammary glands lacking stromal PTEN. Mechanistically, PTEN-null stroma hyperactivates epidermal growth factor receptor (EGFR)/ErbB2 signaling in neighboring epithelial cells. This epithelium is sensitive to radiation-induced DNA damage and more readily accumulates centrosome amplification and chromosomal aberrations. Importantly, pharmacological inhibition of EGFR is sufficient to prevent chromosomal instability. Consistent with these experimental findings, there is wide inter- and intra-individual variation in breast stromal PTEN levels in healthy women, raising the possibility that low breast stromal PTEN alters a patient’s response to radiation due to paracrine EGFR-induced epithelial genomic instability. Further examination of HER2-positive breast cancer patients treated with radiation showed that stromal PTEN status in adjacent normal tissue predicts recurrence when considered with estrogen receptor-α (ER) status. These findings indicate that normal breast tissue with low stromal PTEN is at risk for transformation when exposed to DNA-damaging agents. Indeed, a single dose of DNA-damaging whole-body radiation is sufficient to induce mammary hyperplasia in mice with PTEN-null stroma. Blocking EGFR prior to radiation inhibited these cellular changes in our mouse model suggesting prophylactic use of EGFR inhibitors could reduce secondary radiation-induced malignancies in women receiving chest radiation.

## Results

### Stromal PTEN maintains epithelial DNA repair response

To determine whether stromal PTEN deletion exerts stable pro-tumorigenic effects on neighboring mammary epithelium, control (*ErbB2;Pten*^*fl/fl*^) and experimental (*ErbB2;Fsp-cre;Pten*^*fl/fl*^) mice were sacrificed prior to exhibiting observable neoplasia (~8–10 weeks of age) and their mammary epithelium was injected at a limiting dose (1 × 10^5^ cells) into the mammary fat pads of wild-type syngeneic recipients and monitored for tumor development. Mammary epithelium was purified by CD24/CD29 dual positivity (upper right quadrant)^11,12^ to exclude PTEN-null fibroblast contamination from being transferred to syngeneic recipient mice (Fig. 1a; Supplementary Fig. 1a). There were no overt differences in the CD24+/CD29+ (upper right quadrant) bulk epithelial populations between control and experimental tissue (Fig. 1a versus Supplementary Fig. 1a), which is important to note given that we have previously reported an increase in the CD24^+^/CD29^hi^ mammary stem cell enriched (MaSC-enriched) subpopulation in mice with stromal PTEN deletion^12^. Over the course of one year, mammary tumors only arose in recipient mice receiving *ErbB2;Fsp-cre;Pten*^*fl/fl*^ donor epithelium, suggesting a permanent, pro-tumorigenic effect elicited by neighboring PTEN-null stroma prior to injection (Fig. 1b, c). These tumors maintain PTEN expression as indicated by the lack of a *Pten* deleted allele (Supplementary Fig. 1b), the maintenance of *Pten* mRNA (Supplementary Fig. 1c-top), the lack of detectable *Cre* mRNA (Supplementary Fig. 1c-bottom), the maintenance of PTEN immunostaining (Supplementary Fig. 1d-left) and the lack of X-gal positivity as a readout of *Cre* expression (Supplementary Fig. 1d-right). Combined, these supporting data confirm *Fsp-cre* is not being aberrantly activated in this tumor tissue through epithelial-to-mesenchymal transition (EMT) or other means resulting in *Pten* deletion post-transplant. These data are consistent with our previous work indicating a lack of EMT in *ErbB2;Fsp-cre;Rosa*^*loxP*^ tumors^13^.

**Fig. 1:**
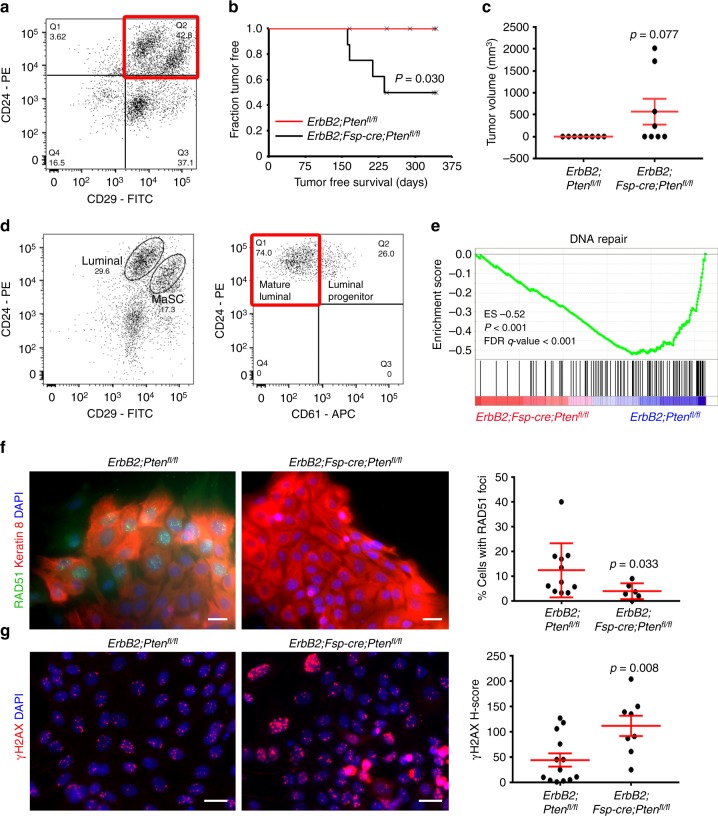
Loss of stromal PTEN decreases the DNA repair response in associated mammary epithelium. **a** Representative FACS plot defining CD24+CD29+ mammary epithelium (*ErbB2;Fsp-cre;Pten*^*fl/fl*^). **b** Tumor-free survival of wild-type FVB/N mice injected orthotopically with *ErbB2;Fsp-cre;Pten*^*fl/fl*^ versus control *ErbB2;Pten*^*fl/fl*^ epithelium (*n* = 8/genotype). *P* value determined by Log-rank (Cox-Mantel). **c **Tumor volume (mean ± s.e.m.) at time of harvest after orthotopic injection of *ErbB2;Fsp-cre;Pten*^*fl/fl*^ (*n* = 8) versus control *ErbB2;Pten*^*fl/fl*^ (*n* = 7) epithelium. *P* value determined by Fisher’s exact. **d** Representative FACS plot defining *ErbB2;Pten*^*fl/fl*^ mammary epithelial subpopulations segregated by CD29 and CD24 (left: luminal and mammary stem cell (MaSC)) and CD61 (right: mature luminal and luminal progenitor). **e** Gene set enrichment analysis (GSEA) for DNA repair genes in *ErbB2;Fsp-cre;Pten*^*fl/fl*^ versus control *ErbB2;Pten*^*fl/fl*^ mature luminal epithelium. **f** Representative RAD51/keratin 8 dual immunofluorescence and quantification (mean ± s.e.m.) of epithelial cells isolated from *ErbB2;Pten*^*fl/fl*^ versus *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mice irradiated (3 Gy) in vitro and evaluated 6 h post-radiation. *P* value determined by Welch’s *t*-test (*ErbB2;Pten*^*fl/fl*^ *n* = 11 fields/3 mice, *ErbB2;Fsp-cre;Pten*^*fl/fl*^ *n* = 6 fields/2 mice). Scale bar = 20 μm. **g** Representative γ-H2AX immunofluorescence and quantification (mean ± s.e.m.) of epithelial cells isolated from *ErbB2;Pten*^*fl/fl*^ and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mice irradiated (3 Gy) in vitro and evaluated 6 h post-radiation. *P* value determined by an unpaired, two-tailed Student’s *t* test (*ErbB2;Pten*^*fl/fl*^ *n* = 13 fields/3 mice, *ErbB2;Fsp-cre;Pten*^*fl/fl*^ *n* = 8 fields/3 mice). Scale bar = 20 μm

To begin to understand how stromal PTEN exerts this oncogenic effect, pre-neoplastic mammary tissue was purified into well-characterized epithelial subpopulations (MaSC-enriched, luminal progenitor, and mature luminal)^11,12^ for gene expression analysis (Fig. 1d). 

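Gene expression was measured in the mature luminal population, the Lin-CD24+CD29 loCD61- cells of the mammary gland, from control (*ErbB2;Pten* fl/fl) mice and from mice in which *Fsp-cre* deletes *Pten* in the stroma (*ErbB2;Fsp-cre;Pten* fl/fl, called stromal PTEN-deleted here). The luminal keratin genes and the estrogen receptor gene had high values on the arrays of both groups. *Krt8* had a log2 value of 17.37 ± 0.26 (SD, n = 3) in control and 16.83 ± 0.38 (SD, n = 3) in stromal PTEN-deleted epithelium, and *Krt18* had 18.88 ± 0.16 and 18.58 ± 0.29. *Esr1* had 10.05 ± 0.41 in control and 9.29 ± 0.70 in stromal PTEN-deleted epithelium. *Erbb2* had 9.41 ± 0.32 and 8.80 ± 1.04. Both groups carry an *ErbB2* transgene, and how far the probes of *Erbb2* detect it was not checked. None of these 4 genes passed the adjusted test between the groups in limma, with adjusted p-values of 0.492, 0.581, 0.529 and 0.668. All 4 means were lower in stromal PTEN-deleted epithelium. In simulated data limma recovered 4.1% of genes changed by 1 on the log2 scale, so these p-values do not show that the groups were alike. Markers of luminal progenitor and alveolar cells had high values too, such as *Trf* with 19.14 ± 0.64 in control and 19.77 ± 0.23 in stromal PTEN-deleted epithelium. *Csn1s1* had 16.21 ± 1.76 and 15.12 ± 2.23. These levels therefore do not show how well the sort separated mature luminal from progenitor cells. The value of *Pten* was not assessed, because no transcript cluster carries its symbol alone in the probe annotation used here, and the deletion lies in stromal cells, which the sort leaves out.

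Each group had 3 arrays (GeneChip Mouse Transcriptome Assay 1.0), and each array held RNA pooled from 6 to 8 female mice. The methods give an age of 8 to 10 weeks and the sample labels 8 to 9 weeks. The methods state that the experiment was repeated 5 times and that the 3 samples per genotype with the best RNA quality were used. For the stromal PTEN-deleted samples the title and the genotype field name the deletion, while the free-text description names the control genotype, and the grouping follows the title, the genotype field and the methods. The authors normalized the arrays with SST-RMA in Expression Console, and their deposited log2 values were used as they stand. Of 65956 transcript clusters, 30638 had 1 gene symbol, 2176 had several and 33142 had none in the annotation used here. One transcript cluster per gene was kept, the one with the highest mean. The 17600 genes whose mean lay above 4.59, the median of all transcript clusters, were tested with limma, and the median standard error of a log2 fold change was 0.22. With 3 arrays per group, the number of arrays limits the precision. The gene lists, the filter and the main tests were fixed before the data were examined. Matched random lists for the single repair pathways and the centrosome list were not part of that plan. Nor were the exact tests of single list means and of control probes per array. Other tests added later are named as such where they are reported.

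The arrays differed in their controls as well as in genotype. The 4 poly-A spike-in RNAs, which are added to the sample before labeling, averaged 6.80 ± 0.40 (SD, n = 3) in control and 4.62 ± 0.75 (SD, n = 3) in stromal PTEN-deleted arrays, and every stromal PTEN-deleted array lay below every control array (two-sided exact permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). The hybridization controls, added after labeling, averaged 10.12 ± 0.14 and 10.67 ± 0.82. Stromal PTEN-deleted replicate 3 stood apart from the other arrays, with a median correlation of 0.966 against 0.978 to 0.984 for the others and a hybridization control mean of 11.58.

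**Figure D1:**
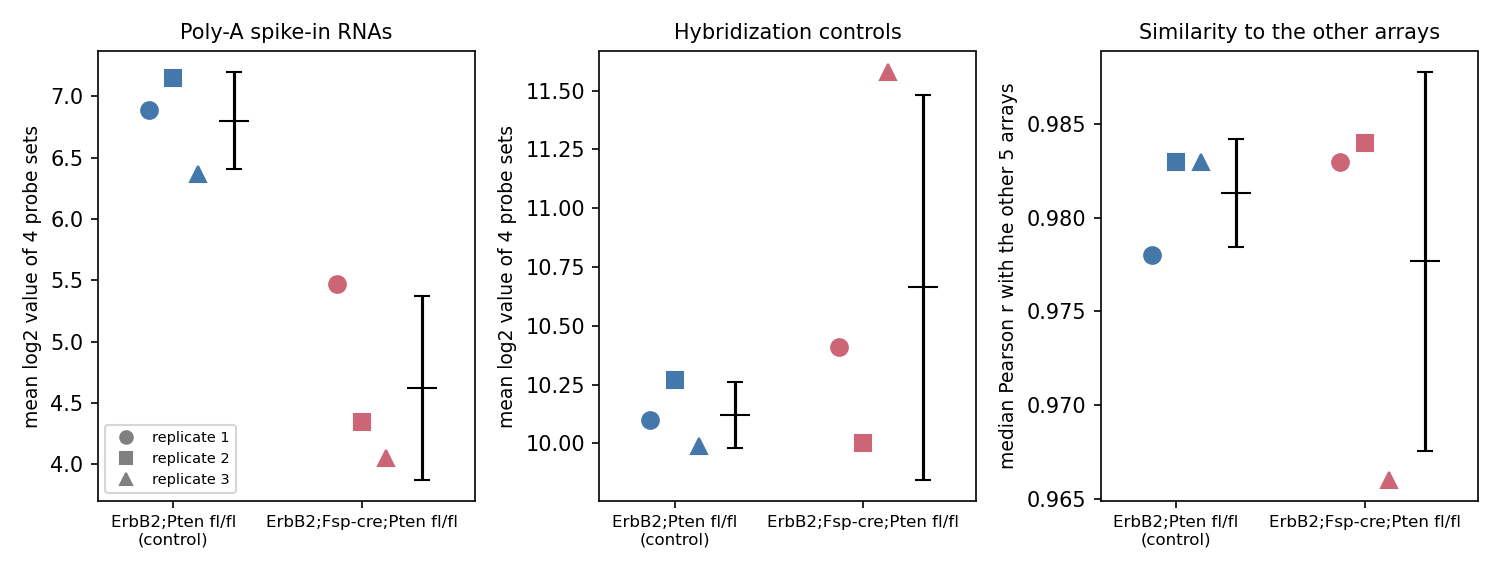
Array controls in control (*ErbB2;Pten* fl/fl) and stromal PTEN-deleted (*ErbB2;Fsp-cre;Pten* fl/fl) samples. The panels show the mean log2 value of 4 poly-A spike-in probe sets, the mean log2 value of 4 hybridization control probe sets, and the median Pearson correlation of each array with the other 5 arrays over the genes tested; each symbol is 1 array, and the bar is the mean ± SD of 3 arrays. The poly-A spike-in means are 6.37 to 7.15 in control and 4.05 to 5.47 in stromal PTEN-deleted arrays.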

Maintenance of PTEN mRNA and protein expression in the sorted *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mature luminal epithelial population was confirmed by qRT-PCR and immunofluorescence, respectively (Supplementary Fig. 2a, b). 

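As lists, genes of the mitotic cell cycle and of DNA repair were lower in stromal PTEN-deleted than in control mature luminal epithelium in a running-sum test that treats genes as independent. Neither list passed with an estimated correlation between genes (camera, adjusted p = 0.697 for both). Of 155 measured mitotic cell cycle genes, 148 had a log2 fold change below 0, and the median of the list was -0.59. Of 176 measured DNA repair genes, 146 had a log2 fold change below 0, and the median was -0.23. Of all genes tested 47.6% lay above 0, and of the protein-coding genes 37.8%, with a median of -0.10. The groups did not overlap in 14.2% of the mitotic and 13.6% of the repair genes, against 18.7% of all genes tested. No single gene of either list passed the test, neither over all genes nor adjusted over the list alone.

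Among the mitotic genes, *Mad2l1*, which encodes a protein of the spindle assembly checkpoint, had a log2 value of 10.18 ± 1.26 (SD, n = 3) in control and 7.49 ± 0.81 (SD, n = 3) in stromal PTEN-deleted epithelium. This is a log2 fold change of -2.69 (standard error 0.71, adjusted p = 0.369 from limma). *Zwint*, a kinetochore gene, had a log2 fold change of -0.91 and *Chfr*, which encodes a mitotic checkpoint ubiquitin ligase, one of -0.78. *Nipbl*, which encodes the cohesin loader, had -0.66. The proliferation marker *Mki67* had log2 values of 11.49, 13.74 and 8.80 in the control arrays and 8.96, 8.68 and 8.35 in the stromal PTEN-deleted arrays, so control replicate 3 lay within the range of the other group. Among the repair genes, *Xrcc5* and *Prkdc*, which encode Ku80 and the catalytic subunit of DNA-PK, had log2 fold changes of -0.92 (standard error 0.25, adjusted p = 0.372 from limma) and -0.84 (standard error 0.27, adjusted p = 0.422). *Nsmce4a* and *Smc5*, both of the SMC5/6 complex, had log2 fold changes of -0.63 and -0.50. *H2ax*, which encodes the histone that is phosphorylated at DNA breaks, had 8.09 ± 1.57 (SD, n = 3) in control and 7.10 ± 0.34 (SD, n = 3) in stromal PTEN-deleted epithelium.

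The lists were tested with a running sum as in GSEA, with genes ranked by signal-to-noise and 10000 random lists of the same size. The gene sets of MSigDB were not used here, so the lists are not those of Supplementary Table 1. The normalized enrichment score was -3.37 for the mitotic cell cycle list and -2.56 for the DNA repair list, both with an adjusted p = 4.8e-04 from this test. For both, the unadjusted p was the smallest that the random lists can give. In the other 9 splits of the 6 arrays into 3 and 3, the mitotic list passed this test 9 times and the repair list 6 times. Such a pass therefore does not by itself tie a list to genotype. The ranking held pseudogenes and non-coding RNAs too. With protein-coding genes only, chosen after the values were seen, the scores were -2.86 and -2.04. The median of the mitotic list was -0.30 without control replicate 2, and that of the repair list was -0.12 without control replicate 2 and -0.15 without stromal PTEN-deleted replicate 3. Between the groups, the mean log2 value of the mitotic list per array was 7.26 ± 0.68 (SD, n = 3) in control and 6.58 ± 0.07 (SD, n = 3) in stromal PTEN-deleted epithelium (two-sided exact permutation test, p = 0.3), and that of the repair list was 7.01 ± 0.27 and 6.74 ± 0.13 (the same test, p = 0.3). On the same arrays the poly-A spike-in RNAs were lower in the stromal PTEN-deleted group, and across 17443 genes, which are not independent replicates, the log2 fold change went down with gene length (Spearman's rho -0.39). Lists of cell type and handling genes moved there too: mature luminal markers were lower (score -2.12), and luminal progenitor markers (1.82) and immediate early and dissociation genes (2.01) were higher. None of these 3 passed with an estimated correlation (adjusted p = 0.697, 0.698 and 0.697), and the luminal progenitor median of 0.38 turned to -0.21 without control replicate 1 and -0.13 without stromal PTEN-deleted replicate 1.

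Across the 17600 genes, none passed an adjusted p of 0.05 in limma, where 1838 had an unadjusted p under 0.05. Independent genes with no difference would give 880, and another split of the same arrays into 3 and 3 gave 1850. Of the 1838, 779 were higher and 1059 lower in stromal PTEN-deleted epithelium, against 1181 higher and 802 lower with each array centred on its median. Without control replicate 1 there were 583 higher and 526 lower, and without control replicate 2 there were 425 and 620. Without control replicate 3 there were 683 and 1600, and without stromal PTEN-deleted replicate 3 there were 1089 and 819. No gene passed with the methods' t-test after Benjamini-Hochberg adjustment either, and 17 passed with array weights. The gene with the smallest p was *Irs1*, which encodes an adaptor of insulin and IGF1 signaling, with 9.01 ± 0.07 (SD, n = 3) in control and 10.90 ± 0.10 (SD, n = 3) in stromal PTEN-deleted epithelium (adjusted p = 0.0999 from limma). Of the 10 genes with the smallest p among those with a higher mean, 9 are annotated as pseudogenes, such as *Rpl38-ps2* with a log2 fold change of 2.15 and *Rpl35a-ps3* with 1.51. Those with a lower mean include *Pdk4*, which encodes a kinase that restrains pyruvate dehydrogenase, with -3.29, the kinase gene *Hipk2* with -2.49, *Bmp3* with -1.99, the serotonin receptor gene *Htr4* with -1.78, the BMP receptor gene *Bmpr1b* with -1.71, *Tgm1* with -1.32, *Asap2* with -1.21 and the phosphatase gene *Ptpn2* with -1.03. None of the genes named here passed the adjusted test, and *Bmp3*, *Htr4* and *Bmpr1b* lay above background on 1 of 3 stromal PTEN-deleted arrays, so their log2 fold changes are limited by the floor.

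**Figure D2:**
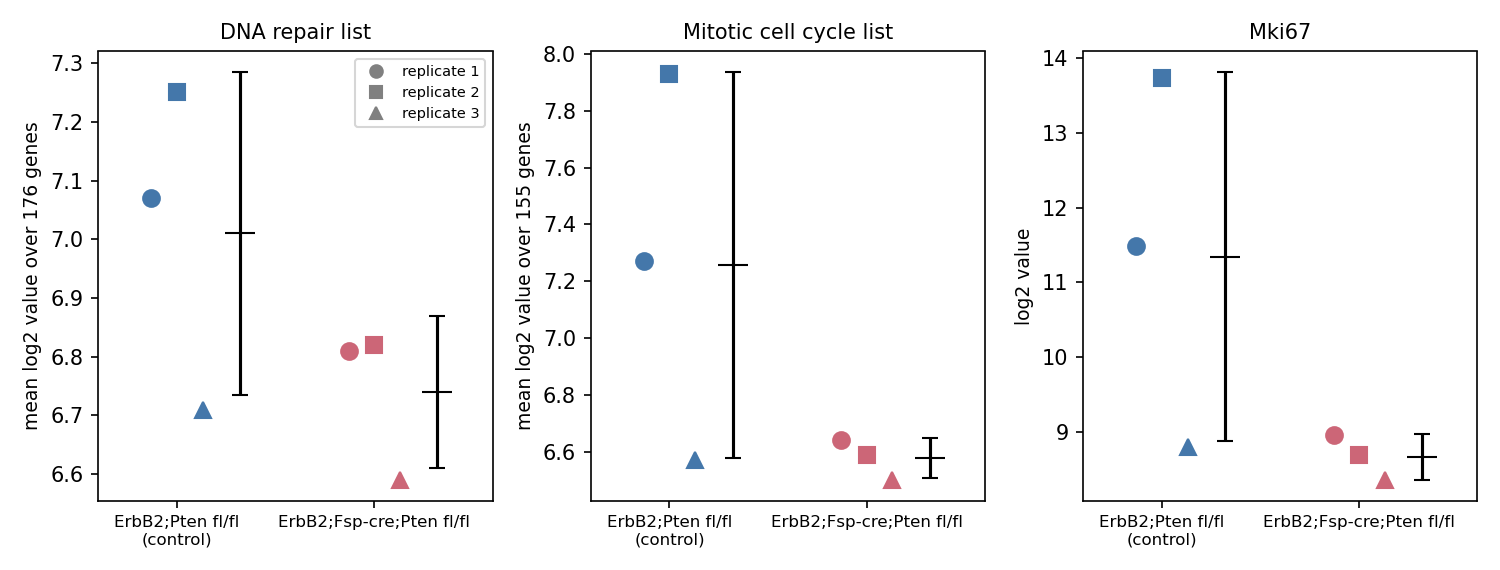
Mean log2 value per array of the DNA repair list (176 genes) and of the mitotic cell cycle list (155 genes), and the log2 value of Mki67, in control (*ErbB2;Pten* fl/fl) and stromal PTEN-deleted (*ErbB2;Fsp-cre;Pten* fl/fl) epithelium. Each symbol is 1 array and the bar is the mean ± SD of 3 arrays. In the mitotic list control replicates 1 and 2 lie at 7.27 and 7.93, control replicate 3 at 6.57, and the stromal PTEN-deleted arrays at 6.50 to 6.64.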

Unsupervised gene set enrichment analysis (GSEA) of the curated C5 gene sets within the Molecular Signatures Database (MSigDB) revealed significant (false discovery rate (FDR) *q* < 0.05) de-enrichment of gene sets involved in DNA repair and mitotic cell cycle control in the *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mature luminal population (Supplementary Table 1; Fig. 1e; Supplementary Fig. 2c), which are the cells that ultimately generate MMTV-*ErbB2* luminal tumors^5,14–16^. The observed decrease in DNA repair genes corresponds to de-enrichment of base excision repair, homologous recombination, mismatch repair, and non-homologous end joining repair processes (Supplementary Fig. 2d), while the decrease in cell cycle related gene expression is specific to M-phase (Supplementary Fig. 2e). 

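Mismatch repair, homologous recombination and base excision repair genes were lower as lists in stromal PTEN-deleted epithelium in the running-sum test, and the non-homologous end joining list did not pass it. None of the 4 passed with an estimated correlation (adjusted p = 0.766 for homologous recombination and 0.697 for the others). Of 20 measured mismatch repair genes, 18 had a log2 fold change below 0, with a median of -0.31. For homologous recombination these were 16 of 23 genes with a median of -0.15, for base excision repair 21 of 26 genes with a median of -0.16, and for non-homologous end joining 9 of 10 genes with a median of -0.22. Of all protein-coding genes tested only 37.8% lay above 0, with a median of -0.10, so values below 0 were common outside these lists too. Genes of DNA replication and of the G1/S transition were lower as lists too, and these did not pass with an estimated correlation either (adjusted p = 0.697).

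The members with the smallest p had these log2 fold changes, none of which passed limma's adjusted test. In mismatch repair, *Rfc1*, which encodes the large subunit of the clamp loader, had -0.64 (standard error 0.24), *Msh3*, which encodes a mismatch recognition protein, had -0.33 (standard error 0.15), and the exonuclease gene *Exo1* had -0.72 (standard error 0.36), with all 6 arrays at background (below the highest antigenomic probe set). In homologous recombination, the RAD51 paralog gene *Rad51c* had -0.66 (standard error 0.22), above background on 1 array only, and *Rad50*, of the MRN complex, had -0.53 (standard error 0.21). *Rad51* was not assessed, since no transcript cluster carries its symbol alone. In base excision repair, the poly(ADP-ribose) polymerase gene *Parp2* had -0.56 (standard error 0.20) and *Parp4* had -0.50 (standard error 0.19).

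Running-sum enrichment gave normalized scores of -1.89 for mismatch repair (adjusted p = 0.00376), -1.78 for homologous recombination (adjusted p = 0.00702), -1.58 for base excision repair (adjusted p = 0.0403) and -1.49 for non-homologous end joining (adjusted p = 0.0887). The medians of homologous recombination, base excision repair and non-homologous end joining lay within the middle 95% of random lists matched on gene length (-0.27 to 0.06, -0.21 to 0.08 and -0.38 to 0.11) and on mean expression (-0.18 to 0.11, -0.19 to 0.09 and -0.26 to 0.18). The mismatch repair median lay below both ranges (-0.26 to 0.08 and -0.24 to 0.09). *Rfc1*, its member with the smallest p, is also on the DNA replication list, which was lower too. The result therefore does not set mismatch repair apart from replication. The calls depended on single arrays: without control replicate 2 the adjusted p-values of the same test were 0.248, 0.599 and 0.22 for mismatch repair, homologous recombination and base excision repair, and the medians of the 4 lists ranged from -0.49 to -0.11, -0.43 to -0.05, -0.25 to -0.05 and -0.32 to -0.18 as each array was left out. The homologous recombination call was also lost without stromal PTEN-deleted replicate 1 (adjusted p = 0.0689) or 2 (adjusted p = 0.0622), and the base excision repair call without either of these or control replicate 1 (adjusted p = 0.0824, 0.0645 and 0.0684).

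In the cell cycle, 37 of 40 measured M-phase regulators had a log2 fold change below 0, with a median of -0.52 and a normalized enrichment score of -2.65 (adjusted p = 4.8e-04, and 0.697 with an estimated correlation). The cyclin gene *Ccnb2* had a log2 fold change of -1.61 (standard error 0.61). Of 49 DNA replication genes, 48 lay below 0, with a median of -0.53 and a score of -2.68 (adjusted p = 4.8e-04). The replicative helicase genes *Mcm4* and *Mcm2* had log2 fold changes of -1.44 (standard error 0.48) and -1.37 (standard error 0.56), and the origin recognition gene *Orc4* had -0.40 (standard error 0.14). Of 23 G1/S regulators, 17 lay below 0, with a median of -0.31 and a score of -1.70 (adjusted p = 0.0152). *E2f3*, which encodes a transcription factor of this transition, had -0.97 (standard error 0.26). In the M-phase, replication and G1/S lists the groups did not overlap in 2.5%, 6.12% and 4.35% of the genes, against 18.7% of all genes tested. In the other 9 splits of the arrays into 3 and 3, these lists passed the running-sum test 9, 8 and 3 times. Without control replicate 2 the medians of these 3 lists were -0.19, -0.29 and -0.22, and without control replicate 3 they were -0.77, -0.81 and -0.52. Without control replicate 2 the G1/S list did not pass (adjusted p = 0.14), nor did it without stromal PTEN-deleted replicate 3 (adjusted p = 0.076). The median of the mitotic cell cycle list minus that of the DNA replication list was -0.06, which did not differ from 0 when list membership was permuted over the genes (two-sided permutation test, p = 0.507). Per array, the mean of the mitotic list minus that of the replication list was 0.27 ± 0.14 (SD, n = 3) in control and 0.16 ± 0.09 (SD, n = 3) in stromal PTEN-deleted epithelium (two-sided exact permutation test, p = 0.2; 0.1 is the smallest p that 3 arrays against 3 allow). From the de-enriched gene sets, the paper concludes that DNA repair and M-phase genes are decreased in this population, and on this basis it examines how the epithelium repairs DNA after radiation.

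**Figure D3:**
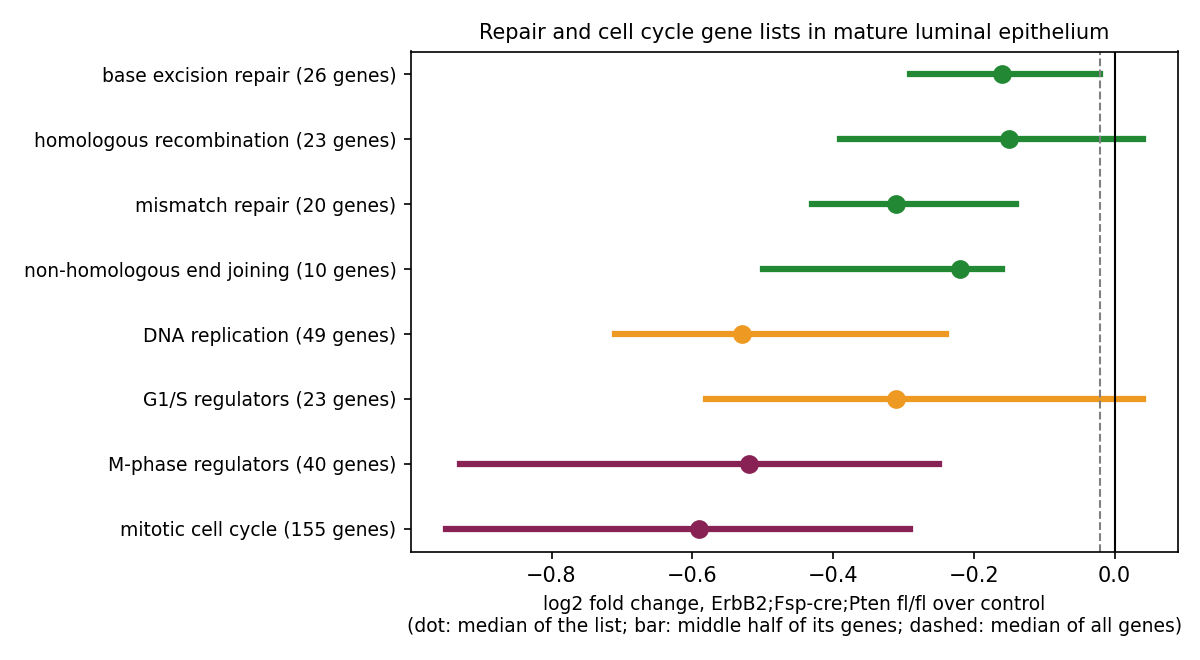
Log2 fold changes of repair and cell cycle gene lists, stromal PTEN-deleted (*ErbB2;Fsp-cre;Pten* fl/fl) over control (*ErbB2;Pten* fl/fl), with 3 arrays per group. The dot is the median of the measured genes of a list, the bar runs from the 25th to the 75th percentile of its genes, and the dashed line the median of all genes. The DNA replication median of -0.53 lies between those of the M-phase regulators at -0.52 and of the mitotic cell cycle list at -0.59.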

To determine the functional significance of these gene expression changes, epithelial cells from control (*ErbB2;Pten*^*fl/fl*^) and experimental (*ErbB2;Fsp-cre;Pten*^*fl/fl*^) mice were isolated by gravity separation and subjected to X-ray radiation in vitro to induce DNA damage. Cells were harvested at 6 h post-radiation and evaluated for RAD51 (Fig. 1f) and γ-H2AX foci (Fig. 1g). Non-irradiated control cells were harvested in parallel to evaluate baseline levels of DNA damage (Supplementary Fig. 3a). Control epithelium showed substantial DNA damage-induced RAD51 foci, and thus, not surprisingly, limited γ-H2AX foci at 6 h post-radiation indicating efficient DNA repair. In contrast, epithelium from *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mice exhibit decreased RAD51 and persistent γ-H2AX foci indicating a failure in the DNA damage response (Fig. 1f, g).

To test whether stromal PTEN deletion induces a similar defect in the intact mammary gland, mice were exposed to a single dose (6 Gray (Gy)) of whole-body X-ray radiation and evaluated for epithelial γ-H2AX. At 30 min post-radiation, γ-H2AX recruitment to damaged DNA was pronounced irrespective of genotype, confirming a radiation-induced response in this tissue (Supplementary Fig. 3b). At 6 h post-radiation, control (*Pten*^*fl/fl*^ and *ErbB2;Pten*^*fl/fl*^) mammary glands resolved most of their DNA damage as indicated by minimal γ-H2AX staining (Fig. 2a). In contrast, both *Fsp-cre;Pten*^*fl/fl*^ and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ glands continued to exhibit high levels of epithelial γ-H2AX, indicating that mammary epithelial DNA repair is dependent upon PTEN status in the associated stroma and is not effected by expression of the *ErbB2* oncogene (Fig. 2a). Notably, while radiation-induced overt stromal DNA damage is dramatically lower than in the associated epithelium regardless of genotype (i.e., the *Pten*^*fl/fl*^ stromal H-score mean is 4.5 (Supplementary Fig. 3c) versus an epithelial H-score mean of 69.6 (Fig. 2a) in the same tissue), stromal-specific γ-H2AX staining is significantly (*p* ≤ 0.001 by two-tailed Mann–Whitney) increased with stromal PTEN loss (Supplementary Fig. 3c). These results confirm the known cell autonomous role for PTEN in genomic stability^17–20^. Importantly, the observed DNA damage phenotype is not a result of *Cre* expression alone^21,22^ (Supplementary Fig. 3d) and occurred independent of changes in proliferation and apoptosis (Supplementary Fig. 3e, f).

**Fig. 2:**
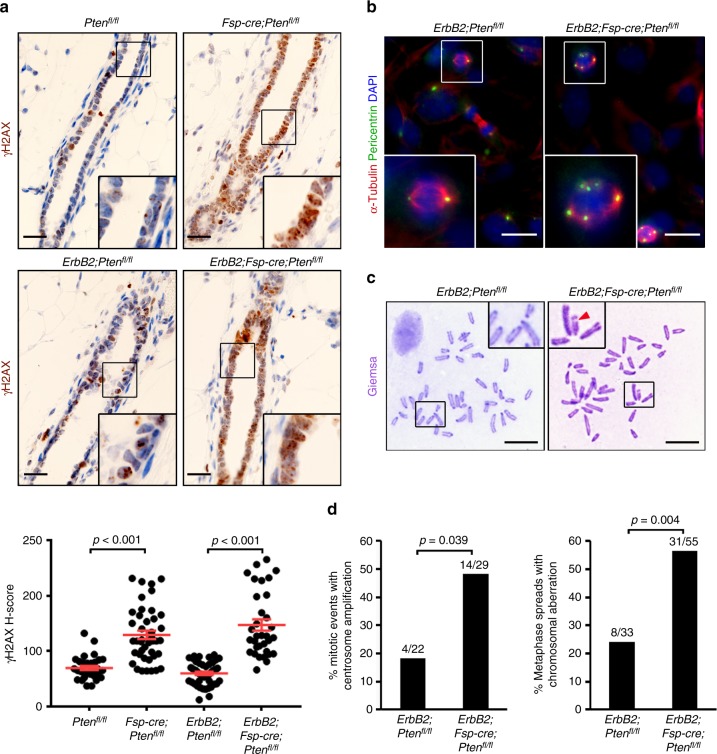
Loss of stromal PTEN increases genomic instability in associated epithelium. **a** Representative γ-H2AX immunohistochemistry and quantification (mean ± s.e.m.) of mammary epithelium in *Pten*^*fl/fl*^, *Fsp-cre;Pten*^*fl/fl*^, *ErbB2;Pten*^*fl/fl*^ and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mice irradiated (6 Gy whole-body) and evaluated 6 h post-radiation. Both *p* values determined by unpaired, two-tailed Student’s *t* test (*Pten*^*fl/fl*^ *n* = 32 fields/3 mice, *Fsp-cre;Pten*^*fl/fl*^ *n* = 42 fields/3 mice, *ErbB2;Pten*^*fl/fl*^ *n* = 47 fields/5 mice, *ErbB2;Fsp-cre;Pten*^*fl/fl*^ *n* = 33 fields/3 mice). Scale bar = 20 μm. **b** Representative α-Tubulin/pericentrin dual immunofluorescence of epithelial cells isolated from *ErbB2;Pten*^*fl/fl*^ and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mice irradiated (6 Gy whole-body) and evaluated 1 week post-radiation in vitro. Scale bar = 25 μm. **c** Representative metaphase spreads of epithelial cells isolated from *ErbB2;Pten*^*fl/fl*^ and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mice irradiated (6 Gy whole-body) and evaluated 1 week post-radiation in vitro. Arrowhead = chromosome break. Scale bar = 10 μm. **d** Quantification of centrosome amplification (shown in **b**) and chromosomal aberrations (shown in **c**) in epithelial cells isolated from *ErbB2;Pten*^*fl/fl*^ and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mice irradiated (6 Gy whole-body) and evaluated 1 week post-radiation in vitro. Both *p* values determined by two-tailed, Fisher’s exact test (left: *ErbB2;Pten*^*fl/fl*^ *n* = 22 fields/2 mice, *ErbB2;Fsp-cre;Pten*^*fl/fl*^ *n* = 29 fields/2 mice; right: *ErbB2;Pten*^*fl/fl*^ *n* = 33 spreads/4 mice, *ErbB2;Fsp-cre;Pten*^*fl/fl*^ *n* = 55 spreads/4 mice)

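Genes of the spindle, kinetochore, pericentric chromosome region and cell cycle checkpoints, and genes of cohesin, condensin and the centrosome, were lower as lists in stromal PTEN-deleted than in control mature luminal epithelium in the running-sum test. None of these lists passed with an estimated correlation (adjusted p = 0.697 for each). All 43 measured spindle and mitotic motor genes had a log2 fold change below 0, with a median of -0.77. The same held for 42 of 45 kinetochore genes (median -0.52), 36 of 37 genes of the pericentric region (median -0.60), 39 of 43 checkpoint genes (median -0.51), all 23 genes of condensin, cohesin and separation (median -0.65) and 35 of 38 centrosome genes (median -0.29). Of the spindle genes 0 had an unadjusted p under 0.05 in limma, and their estimated correlation was 0.86, so they are far from 43 separate results. The groups did not overlap in 4.65% of them, against 18.7% of all genes tested. In the other lists this share was 20%, 27%, 16.3%, 26.1% and 34.2%, in the order given.

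None of the genes named next passed limma's adjusted test. *Ect2*, which encodes an activator of RhoA in cytokinesis, had a log2 value of 8.70 ± 1.81 (SD, n = 3) in control and 6.67 ± 0.14 (SD, n = 3) in stromal PTEN-deleted epithelium. The mitotic kinesin genes *Kif11* and *Kif20a* had log2 fold changes of -2.12 (standard error 0.99) and -1.53 (standard error 0.67), and *Hmmr*, which encodes a spindle-associated protein, had -1.46 (standard error 0.70). At the kinetochore, *Zw10* had -0.67 (standard error 0.25) and *Cenpw* had -0.57 (standard error 0.21). *Cbx1*, which encodes a heterochromatin protein, had -0.48 (standard error 0.20). Among the checkpoint genes, the replication licensing gene *Cdc6* had -0.56 (standard error 0.24) and *Gadd45a* had -0.84 (standard error 0.35). *Pds5a*, which encodes a regulator of cohesin, had -0.80 (standard error 0.28). *Cenpw* and *Cdc6* lay at background on all 6 arrays, *Hmmr* on 3 and *Kif20a* and *Cenpj* on 2. Of the centrosome genes, *Akap9* had a log2 value of 10.30 ± 0.04 (SD, n = 3) in control and 9.69 ± 0.17 (SD, n = 3) in stromal PTEN-deleted epithelium (adjusted p = 0.317 from limma), and *Cenpj*, *Cep120* and *Cep135*, which act in centriole formation, had log2 fold changes of -0.61, -0.50 and -0.49. *Pcnt*, which encodes pericentrin, had -0.14 (standard error 0.14).

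The normalized enrichment scores were -3.03 for spindle, -2.78 for kinetochore, -2.70 for pericentric region, -2.62 for checkpoint, -2.19 for condensin and cohesin and -2.15 for centrosome genes, each with an adjusted p = 4.8e-04 from running-sum enrichment. In the other 9 splits of the arrays into 3 and 3, these lists passed the same test 9, 9, 9, 8, 7 and 5 times. Passing it therefore does not by itself tie them to genotype. The centrosome median lay within the middle 95% of random lists matched on gene length (-0.30 to -0.03) and below that of lists matched on mean expression (-0.18 to 0.05). The spindle list averaged 6.63, 7.58 and 5.68 in the control arrays and 5.82, 5.78 and 5.81 in the stromal PTEN-deleted arrays. Without control replicate 2 the medians of the spindle, kinetochore, pericentric, checkpoint and cohesin lists were -0.30, -0.29, -0.27, -0.25 and -0.36, and without control replicate 3 the spindle median was -1.26.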

Since GSEA also predicted de-enrichment in mitotic cell cycle related gene expression in mature luminal epithelium derived from mammary glands with PTEN-null stroma (Supplementary Figs. 2c, e), we further evaluated whether the observed DNA repair defects were sustained over time. To this end, control (*ErbB2;Pten*^*fl/fl*^) and experimental (*ErbB2;Fsp-cre;Pten*^*fl/fl*^) mice were similarly irradiated and allowed to recover for 1 week, at which time the epithelium was harvested, evaluated for pericentrin and α-tubulin localization to quantify centrosome amplification (Fig. 2b), and karyotyped to evaluate chromosomal aberrations (Fig. 2c). Centrosome amplification was almost tripled and the number of chromosomal aberrations were more than doubled in epithelial cells derived from *ErbB2;Fsp-cre;Pten*^*fl/fl*^ compared to cells from control (*ErbB2;Pten*^*fl/fl*^) mice (Fig. 2d), suggesting that compromised DNA repair in mammary glands lacking stromal PTEN leads to quantifiable genomic instability.

### Stromal PTEN maintains epithelial genomic instability

Stromal PTEN deletion presumably necessitates a non-cell autonomous mechanism to induce alterations within the epithelial compartment. It is known that the epithelium in stromal PTEN-null mammary glands exhibits enhanced AKT, JNK, and ERK signaling,^3^ and that the ErbB family of receptor tyrosine kinases signals through these effectors^23^. Given that both amplified HER2^24–26^ and hyperactivated EGFR^27^ induce genomic instability, we hypothesized that loss of stromal PTEN could hyperactivate ErbB signaling in adjacent epithelial cells through increased ErbB ligand production, which would subsequently lead to the observed genomic instability. To test this hypothesis directly, immortalized mouse mammary fibroblasts (MMFs) isolated from either control or stromal PTEN-null mice were evaluated for mRNA expression of ErbB ligands. While the majority of the neuregulins were unchanged or undetectable, the EGF ligands amphiregulin (*Areg*), betacellulin (*Btc*), epiregulin (*Ereg*), hb-EGF (*Hbegf*), and TGF-α (*Tgfa*) were all increased in mammary fibroblasts lacking PTEN (Fig. 3a). Upregulation of TGF-α, amphiregulin and epiregulin protein were confirmed by immunoblotting (Fig. 3b) or enzyme-linked immunosorbent assays (ELISAs) (Supplementary Fig. 4a). ErbB2 is ligandless. As such, this selective increase in EGF ligands strongly indicates EGFR as the primary ErbB family member responsive to the PTEN-null stromal milieu.

**Fig. 3:**
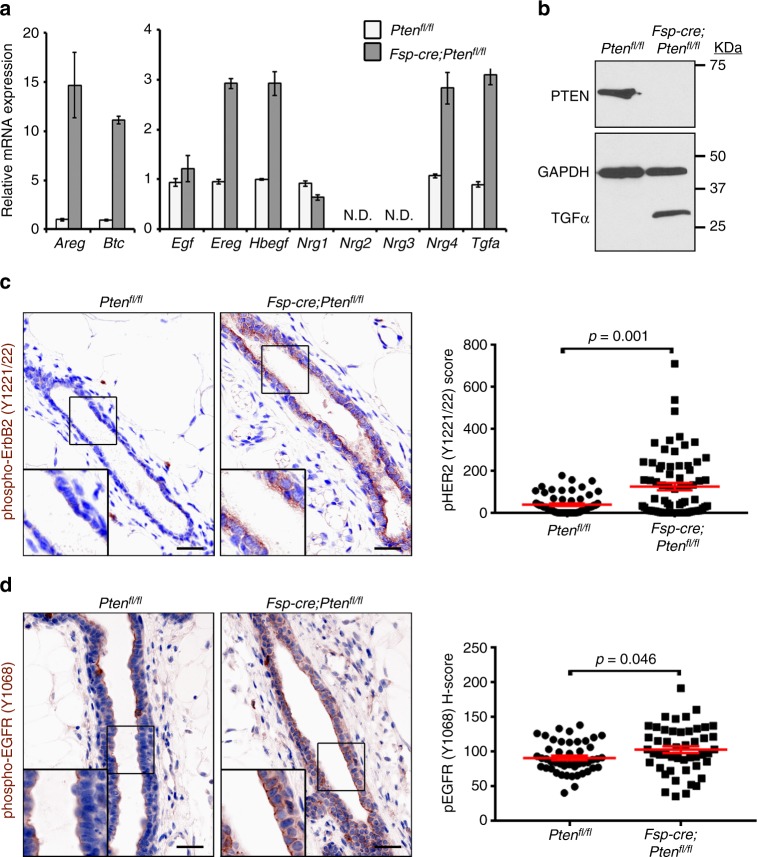
Loss of stromal PTEN increases fibroblast EGF ligand expression and associated ErbB signaling activity in neighboring epithelium. **a** *Areg*, *Btc*, *Egf*, *Ereg*, *Hbegf*, *Nrg1*, *Nrg4* and *Tgfa* mRNA in immortalized control (*Pten*^*fl/fl*^) and PTEN-null (*Fsp-cre;Pten*^*fl/fl*^) MMFs. Bars represent mean expression of technical replicates relative to *Gapdh* *±* s.e.m. *Nrg2* and *Nrg3* were not detectable (N.D.). **b** Western blot for PTEN, TGF-α and GAPDH in the immortalized control (*Pten*^*fl/fl*^) and PTEN-null (*Fsp-cre;Pten*^*fl/fl*^) MMFs. **c** Representative phospho-ErbB2 (Y1221/22) immunostaining and quantification (mean ± s.e.m.) of mammary epithelium in *Pten*^*fl/fl*^ and *Fsp-cre;Pten*^*fl/fl*^ mice. *P* value determined by two-tailed Mann–Whitney (*Pten*^*fl/fl*^ *n* = 61 fields/4 mice, *Fsp-cre;Pten*^*fl/fl*^ *n* = 71 fields/4 mice). Scale bar = 20 μm. **d** Representative phospho-EGFR (Y1068) immunostaining and quantification (mean ± s.e.m.) of mammary epithelium in *Pten*^*fl/fl*^ and *Fsp-cre;Pten*^*fl/fl*^ mice. *P* value determined by Welch’s *t*-test (*Pten*^*fl/fl*^ *n* = 48 fields/3 mice, *Fsp-cre;Pten*^*fl/fl*^ *n* = 48 fields/3 mice). Scale bar = 20 μm

To determine if the observed increase in EGF ligands was functionally relevant, mammary glands from control (*Pten*^*fl/fl*^) and experimental (*Fsp-cre;Pten*^*fl/fl*^) mice were evaluated for increased activation of both EGFR and ErbB2, given that EGFR/EGFR homo-dimers and EGFR/ErbB2 hetero-dimers would be anticipated upon EGFR activation^28,29^. Both epithelial phospho-ErbB2 (Tyr1221/22) (*p* = 0.001 by two-tailed Mann–Whitney) and phospho-EGFR (Tyr1068) (*p* = 0.046 by Welch’s *t*-test) were significantly increased in mammary glands lacking stromal PTEN (Fig. 3c, d). Specificity and localization of the phospho-EGFR (Tyr1068) antibody was further confirmed by immunofluorescent staining (Supplementary Fig. 4b). These findings suggest that loss of stromal PTEN is associated with increased EGF ligand production and EGFR/ErbB2 hyperactivation in adjacent epithelial cells.

To test whether increased EGFR/ErbB2 signaling is causal for the observed DNA repair defect, control (*Pten*^*fl/fl*^) and experimental (*Fsp-cre;Pten*^*fl/fl*^) mice were pre-treated with vehicle (DMSO) or the selective EGFR small molecule inhibitor erlotinib for 1 week. Mice were then irradiated (6 Gy whole-body) and mammary tissue was harvested 6 h post-radiation. Remarkably, pre-treatment with erlotinib significantly (*p* < 0.001 by two-tailed Mann–Whitney) reduced the amount of epithelial γ-H2AX staining in the *Fsp-cre;Pten*^*fl/fl*^ mammary glands when compared to glands of vehicle treated mice (Fig. 4a). Diminished phospho-EGFR expression was confirmed in control (*Pten*^*fl/fl*^) epithelium as a response to erlotinib treatment (Fig. 4b), and importantly, EGF ligand mRNA expression is not reduced in isolated PTEN-null (*Fsp-cre;Pten*^*fl/fl*^) MMFs with in vitro EGFR inhibition supporting a direct epithelial-specific response (Supplementary Fig. 5a).

**Fig. 4:**
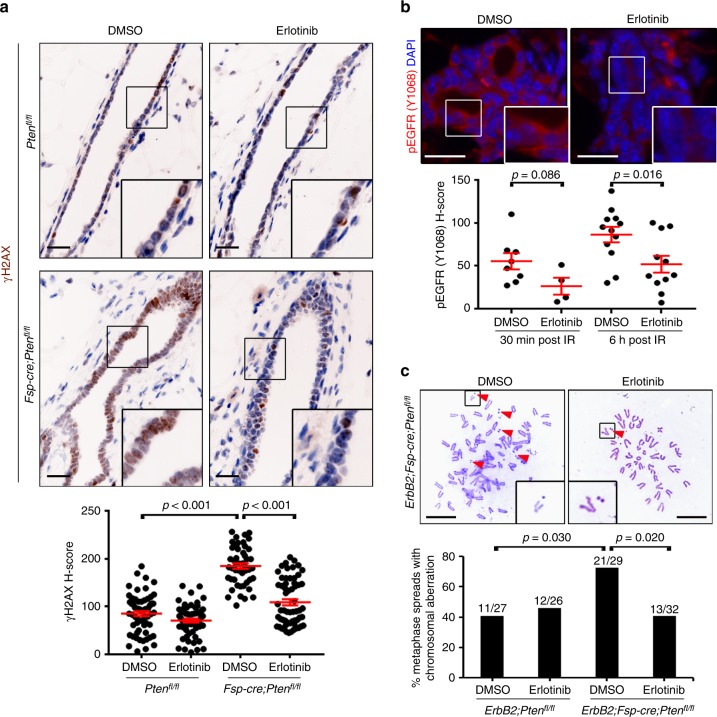
EGFR inhibition abrogates radiation-induced double-strand DNA breaks and genomic instability in stromal PTEN-null associated epithelium. **a** Representative γ-H2AX immunohistochemistry and quantification (mean ± s.e.m.) of mammary epithelium in *Pten*^*fl/fl*^ and *Fsp-cre;Pten*^*fl/fl*^ mice pre-treated with DMSO or erlotinib, irradiated (6 Gy whole-body) and evaluated 6 h post-radiation. DMSO (*Pten*^*fl/fl*^) v. DMSO (*Fsp-cre;Pten*^*fl/fl*^) *p* value determined by unpaired, two-tailed Student’s *t* test. *Fsp-cre;Pten*^*fl/fl*^ DMSO v. erlotinib *p* value determined by two-tailed Mann-Whitney (*Pten*^*fl/fl*^: DMSO *n* = 60 fields/6 mice, erlotinib *n* = 60 fields/6 mice; *Fsp-cre;Pten*^*fl/fl*^: DMSO *n* = 48 fields/4 mice, erlotinib n = 60 fields/6 mice). Scale bar = 20 μm. **b** Representative phospho-EGFR (Y1068) immunofluorescence and quantification (mean ± s.e.m.) of mammary epithelium in *Pten*^*fl/fl*^ mice pre-treated with DMSO or erlotinib, irradiated (6 Gy whole-body) and evaluated 30 min or 6 h post-radiation (images are 6 h post IR). Both *p* values determined by unpaired, two-tailed Student’s *t* test (30 min: DMSO *n* = 8 fields/2 mice, erlotinib *n* = 4 fields/1 mouse; 6 h: DMSO *n* = 12 fields/3 mice, erlotinib *n* = 11 fields/3 mice). Scale bar = 20 μm. **c** Representative metaphase spreads and quantification of chromosomal aberrations in epithelial cells of *ErbB2;Pten*^*fl/fl*^ and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mice pre-treated with DMSO or erlotinib, irradiated (6 Gy whole-body) and evaluated 1 week post-radiation in vitro. Arrowheads = chromosome break. Both *p* values determined by two-tailed Fisher’s exact test (*ErbB2;Pten*^*fl/fl*^: DMSO *n* = 27 spreads/2 mice, erlotinib *n* = 26 spreads/3 mice; *ErbB2;Fsp-cre;Pten*^*fl/fl*^: DMSO *n* = 29 spreads/3 mice, erlotinib *n* = 32 spreads/3 mice). Scale bar = 10 μm

Erlotinib selectivity for EGFR is known^30–32^; however as mentioned above, EGFR/ErbB2 hetero-dimerization^29^ is likely in mammary epithelium prompting us to also evaluate ErbB2 activity after erlotinib treatment. In contrast to a reduction in phospho-EGFR (Fig. 4b), no detectable change in phospho-ErbB2 expression was observed in the control (*Pten*^*fl/fl*^) epithelium (Supplementary Fig. 5b). As a way to directly test ErbB2 function in the observed DNA damage response, we also performed a paralleling experiment using a selective ErbB2 inhibitor (CP-724,714)^33^. Interestingly, similar to erlotinib, the CP-724,714 pre-treatment was effective at significantly (*p* < 0.001 by two-tailed Student’s *t*-test) rescuing the DNA damage defect observed in mice with stromal PTEN deletion (Supplementary Fig. 6a). As expected, a significant (*p* < 0.009 by two-tailed Mann–Whitney) reduction in phospho-ErbB2 levels by CP-724,714 was observed at 6 h post-radiation in control (*ErbB2;Pten*^*fl/fl*^) epithelium (Supplementary Fig. 6b). Importantly, EGFR activity was significantly (*p* < 0.001 by two-tailed Student’s *t*-test) reduced by CP-724,714 at 30 min post-radiation in control (*ErbB2;Pten*^*fl/fl*^) epithelium (Supplementary Fig. 6c) providing further support of EGFR’s involvement in the observed DNA repair defect. To further confirm this hypothesis, we then evaluated whether pre-treatment with erlotinib could negate the observed genomic instability in these mammary glands in response to radiation (Fig. 2b–d). Indeed, erlotinib pre-treatment of *ErbB2;Fsp-cre;Pten*^*fl/fl*^ female mice prevented the radiation-induced accumulation of chromosomal aberrations (Fig. 4c). Thus, inhibition of EGFR signaling in an experimental mouse model predisposed to genomic instability by loss of stromal PTEN returned the number of chromosomal lesions to baseline levels found in control animals.

### Stromal PTEN loss is observed in normal breast tissue

To determine the clinical relevance of stromal PTEN in maintaining mammary epithelial genomic stability, we evaluated PTEN expression in the breast tissues of women who underwent reduction mammoplasty^34–36^. Notably, there was wide inter-individual variation in the range of stromal PTEN levels measured by immunohistochemistry, including some women who had ducts essentially devoid of any detectable stromal PTEN protein (Fig. 5a). There was also a wide range of intra-sample heterogeneity (Supplementary Fig. 7a), where a subset of samples had regions with both high stromal PTEN (maximum H-score field per sample indicated by the gray line) and low stromal PTEN (minimum H-score field per sample indicated by the red line). Given our findings above, we hypothesized that focal areas lacking stromal PTEN within the breast may be primed for tumor initiation in response to a DNA-damaging insult, such as radiation. Radiation does in fact increase the risk for secondary cancers, including breast cancer^37,38^. To begin to test this postulate, we evaluated stromal PTEN in tumor-adjacent normal epithelium in HER2-positive breast cancer patients treated with radiation (*n* = 43) (Fig. 5b; Supplementary Table 2). While overall stromal PTEN levels were not associated with breast cancer recurrence (Fig. 5c), there was a strong association of low stromal PTEN expression with recurrence (combined local and distant) in women having HER2-positive/ER-positive tumors (Fig. 5d). This is important because ER positivity is associated with a more favorable outcome in HER2 disease^39–42^ (Supplementary Fig. 7b).

**Fig. 5:**
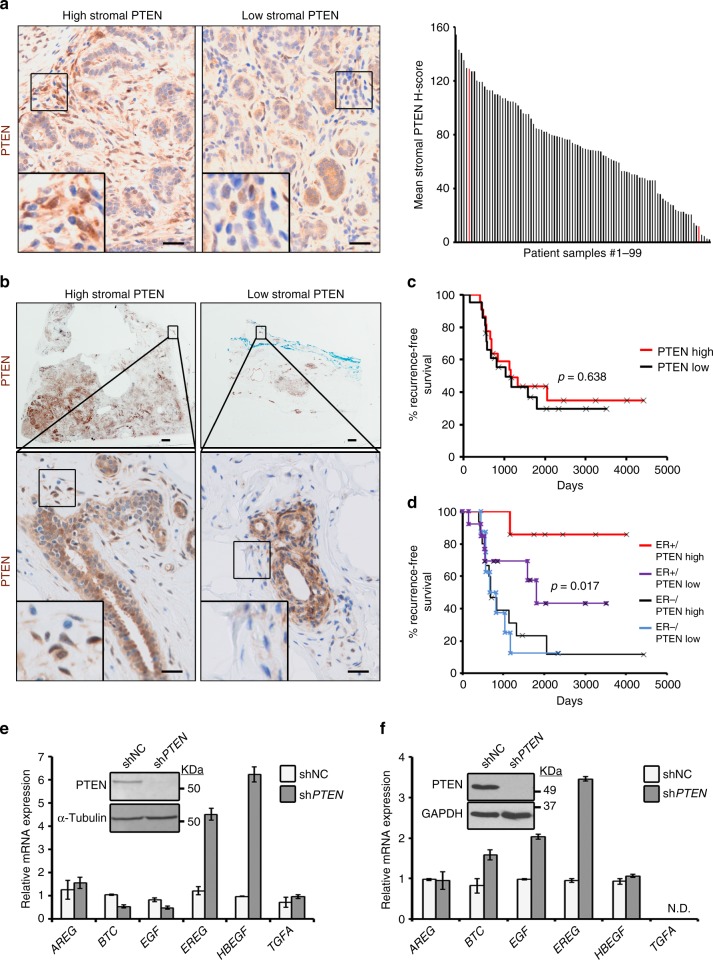
Low stromal PTEN is observed in normal breast tissue and predicts outcome in a HER2-positive breast cancer patient cohort. **a** Representative PTEN immunohistochemistry and quantification (mean of 4–10 representative fields/sample) in normal breast tissue isolated from women who underwent reduction mammoplasty (*n* = 99). Scale bars = 20 μm. **b** Representative PTEN immunohistochemistry in breast tumor samples isolated from women with HER2-positive disease treated with radiation therapy. Zoomed images show adjacent normal ductal tissue with either high or low stromal PTEN (high, *n* = 22 patients; low, PTEN *n* = 21 patients). Scale bars: top images = 1 mm; bottom images = 20 μm. **c** Kaplan–Meier analysis exhibiting recurrence probability within the HER2-positive patient population represented in (b) stratified by high versus low stromal PTEN (high, *n* = 22; low, *n* = 21). *P* value determined by Log-rank (Cox–Mantel). **d** Kaplan–Meier analysis exhibiting recurrence probability within the HER2-positive patient population represented in (b) stratified by high versus low stromal PTEN and ER status (ER-positive/PTEN-high, *n* = 7; ER-positive/PTEN-low, *n* = 13; ER-negative/PTEN-high, *n* = 15; ER-negative/PTEN-low, *n* = 8). *P* value determined by Log-rank (Cox-Mantel). **e** EGF ligand mRNA expression in primary cancer associated fibroblasts (CAFs) isolated from a breast cancer patient with and without PTEN lentiviral knockdown. Bars represent mean expression of technical replicates relative to *Gapdh* *±* s.e.m. Inset shows western blot for PTEN and α-Tubulin. **f** EGF ligand mRNA expression in primary normal human breast fibroblasts (>10 cm from tumor) with and without PTEN lentiviral knockdown. Bars represent mean expression of technical replicates relative to *Gapdh* *±* s.e.m. *TGFA* is not detectable (N.D.). Inset shows western blot for PTEN and GAPDH

To test whether reduced stromal PTEN expression may alter EGF ligand expression in cancer associated fibroblasts (CAFs) derived from breast cancer patients, we isolated breast CAFs from a patient at the time of surgery and used lentiviral knockdown to deplete PTEN. In this sample, loss of PTEN increased *EREG* and *HBEGF* expression (Fig. 5e). Induction of EGF ligands (*BTC*, *EGF*, and *EREG*) was similarly observed in fibroblasts from adjacent normal tissue (>10 cm from tumor) in a second patient (Fig. 5f). As seen in mouse MMFs (Fig. 3a), loss of PTEN did not consistently alter neuregulin gene expression (Supplementary Fig. 7c, d). Combined, these data indicate that stromal PTEN impacts EGFR signaling in both mouse mammary and human breast tissue.

### Radiation induces hyperplasia in mice lacking stromal PTEN

Based on our previous studies, stromal PTEN deletion alone is insufficient to induce mammary epithelial transformation in the absence of an oncogene^3^. Therefore, we tested whether loss of stromal PTEN alone might sensitize mammary glands to radiation-induced epithelial cellular changes through paracrine EGFR/ErbB2 signaling. To this end, control (*Pten*^*fl/fl*^) and experimental (*Fsp-cre;Pten*^*fl/fl*^) mice were pre-treated with or without erlotinib for six days and were then exposed to a single dose of radiation (6 Gy whole-body). Mammary tissue was then transplanted into syngeneic wild-type recipients in order to mitigate secondary effects of whole-body radiation. After ~10 months, recipient mice were euthanized and transplanted mammary tissue was collected (Fig. 6a). Histological examination of the transplanted, irradiated mammary glands from *Fsp-cre;Pten*^*fl/fl*^ females treated with vehicle developed a significant (*p* < 0.001 by two-tailed Mann–Whitney) increase in lobuloalveolar hyperplasia, while control mammary glands from *Pten*^*fl/fl*^ females were completely normal (Fig. 6b, c; Supplementary Fig. 8a; Supplementary Table 3). Increased hyperplasia in irradiated stromal PTEN-null glands was not simply due to the deletion of stromal PTEN, as tissues not irradiated only exhibited non-significant alterations (Fig. 6b), consistent with our previous observations^3^. Importantly, erlotinib pre-treatment significantly (*p* = 0.003 by two-tailed Mann–Whitney) reduced hyperplastic lesions in irradiated *Fsp-cre;Pten*^*fl/fl*^ mammary tissue (Supplementary Table 3; Fig. 6b, c). Immunohistochemistry confirmed fibroblast-specific PTEN deletion in these tissues, where the epithelium maintained PTEN (Fig. 6c; Supplementary Fig. 8a). The Rosa-lox-stop-lox-lacZ reporter^3,13^ was further utilized to confirm *Fsp-cre* expression solely within stromal cell types indicating lack of EMT (Supplementary Fig. 8b).

**Fig. 6:**
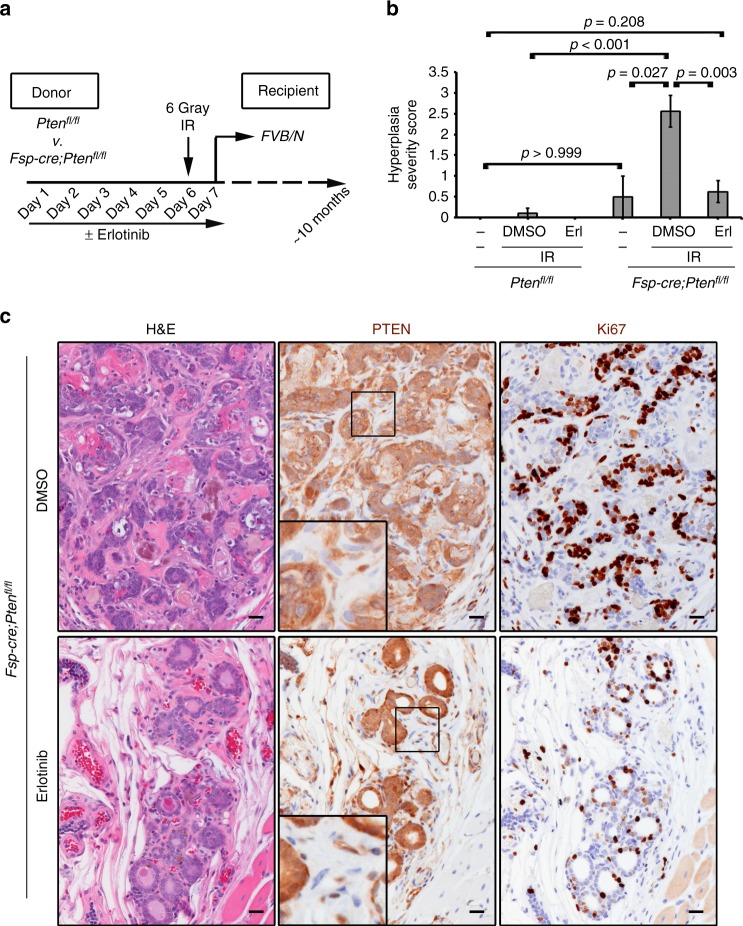
A single dose of radiation causes mammary hyperplasia in stromal PTEN-null mammary tissue and this effect that is abrogated by EGFR inhibition. **a** Donor (*Pten*^*fl/fl*^ or *Fsp-cre;Pten*^*fl/fl*^) mice were treated daily with DMSO or erlotinib for 7 days. On day 6, the mice were irradiated (6 Gy whole-body). On day 7, after their final dose with erlotinib, the mammary glands were transplanted into wild-type FVB/N recipients. The mammary glands were harvested ~10 months post-radiation and evaluated histologically. **b** Quantification of hyperplasia at 10 months post-transplant in *Pten*^*fl/fl*^ or *Fsp-cre;Pten*^*fl/fl*^ mammary tissue that came from a donor mouse that was un-manipulated (no drug and no IR) or that was pre-treated (± erlotinib) and irradiated as shown in (**a**) (*Pten*^*fl/fl*^: No IR *n* = 4, DMSO *n* = 9, Erlotinib *n* = 9; *Fsp-cre;Pten*^*fl/fl*^: No IR *n* = 4, DMSO *n* = 9, erlotinib *n* = 8). *P* values determined by two-tailed Mann–Whitney. **c** PTEN and Ki67 immunohistochemistry and associated H&E in *Fsp-cre;Pten*^*fl/fl*^ mammary tissue in mice pre-treated with DMSO or erlotinib, irradiated (6 Gy whole-body), transplanted and evaluated 10 months post-radiation. Tissue pre-treated with DMSO displays lobuloalveolar hyperplasia with atypia. Scale bar = 20 μm

## Discussion

The TME stroma is integral during all phases of tumor progression and metastasis^1,2^, and our previous findings revealed the breast stroma could be tumor suppressive^3^. Our current study aimed to determine whether stromal PTEN specifically suppresses tumor initiation. By analyzing pre-neoplastic mammary glands, we found that stromal PTEN is essential for maintaining genomic stability in adjacent epithelium. Specifically, stromal PTEN deletion upregulates fibroblast-specific EGF ligand expression and subsequent paracrine activation of adjacent epithelial EGFR/ErbB2 signaling. To the best of our knowledge, this is the first example where a stromal factor has been implicated in protecting the genome in a cell non-autonomous fashion.

Hyperactivation of both HER2/ErbB2 and EGFR has been previously linked to genomic instability^24–27^, and our previous work has demonstrated that loss of stromal PTEN synergizes with the HER2/ErbB2 oncogene to hasten tumor formation^3^. Herein, we observed an increase in both ErbB2 and EGFR activity in the normal mammary epithelium associated with stromal PTEN deletion. These findings prompted us to utilize selective EGFR (erlotinib) and HER2/ErbB2 (CP-724,714) small molecule tyrosine kinase inhibitors to directly assess the functional contribution of EGFR/ErbB2 signaling in the epithelial DNA damage response invoked by loss of stromal PTEN. Importantly, both inhibitors abrogated the increased DNA damage seen in mammary glands with stromal PTEN deletion as a response to radiation. In evaluating treatment efficacy, we observed a reduction in epithelial EGFR activity with both compounds, while ErbB2 was inhibited by CP-724,714, not erlotinib. These data, combined with the selective increase in EGF-specific ligands in PTEN-null fibroblasts, strongly support direct paracrine activation of epithelial EGFR as the primary signaling nexus resulting in the observed genomic instability; however, it is certainly likely that both EGFR/EGFR homo- and EGFR/ErbB2 hetero-dimers are involved given co-expression^29^ and the known importance of dimerization in ErbB signaling^28^. While beyond the scope of our current work, we also cannot rule out the possible involvement of the other ErbB family members, ErbB3 and ErbB4.

It is crucial to acknowledge that while our work primarily focused on normal mammary tissue and early transformation, our findings also have functional implications in women with established breast cancer. Herein, we provide evidence that stromal PTEN levels in tumor-adjacent normal tissue is predictive of recurrence in a subset of HER2-positive patients with ER-positive disease. This patient cohort was carefully chosen to translate our mouse model (i.e. HER2-positive and treated with radiation therapy), but it is important to note that our data suggest that any DNA damaging agent, including many chemotherapeutics, could similarly lead to genomic instability in normal epithelial tissue associated with a PTEN-null stroma. Moreover, a PTEN-null stromal microenvironment likely has similar pro-tumorigenic effects upon residual EGFR/HER2-positive cancer cells from all tissue types that are not eliminated by first-line therapies. Interestingly, nuclear EGFR signaling has been shown to promote DNA repair in cancer cell line models, and through this mechanism, it confers radio-resistance^43–47^. While we did not observe nuclear localization of phospho-EGFR in the normal mammary epithelium, we predict that EGFR has distinct functions in normal versus transformed cells. Lastly, in a number of cancer types, EGFR inhibition radio-sensitizes tumor tissue through reduced DNA repair, as discussed above, as well as diminishes proliferation and hypoxia^46^. Thus, EGFR inhibition represents a unique treatment strategy as blockade should inhibit further transformation of normal cells, while preferentially killing tumor tissue. A deeper understanding of this mechanistic interplay in both tumor initiation and established disease is warranted.

While loss of stromal PTEN alone is insufficient to invoke invasive ductal carcinoma, the results described herein confirm that a single genetic change in the mammary stroma can elicit genomic instability in associated epithelium that upon a second carcinogenic hit (e.g. radiation) results in cellular changes and lobuloalveolar hyperplasia. Our additional studies indicate that these experimental findings have clinical implications for all women subject to chest radiation. Radiation is a critical treatment component for both solid and hematological malignancies, but it also increases the risk of secondary primaries, including breast cancer^38,48,49^. In breast cancer treatment, radiation increases cancer risk in the contralateral breast^50,51^, and pediatric female patients treated with chest radiation for Hodgkin’s lymphoma have a dramatically increased risk for developing aggressive breast cancer^52–57^, with an estimated 35% developing bilateral breast cancer at a much younger age compared to the general population^52,55,58^. Furthermore, breast cancer risk is increased for patients historically treated with radiation for tuberculosis^59,60^, scoliosis^61^, mastitis^62^, and benign breast disease^63^. Our current study provides clues to the etiologic mechanism for radiation-induced carcinogenesis. Given that we observed focal loss of PTEN in normal human breast tissue, our findings indicate that a percentage of patients with stromal loss of PTEN might be at risk for subsequent breast cancer via epithelial EGFR/ErbB2 activation and subsequent genomic instability. Notably, upon exposure to a single 6 Gy dose of whole-body radiation, which is substantially lower than the combined ~45–50 Gy used for localized breast cancer radiotherapy, stromal PTEN-null associated epithelium develops hyperplasia that can be completely prevented with EGFR inhibition. It is important to mention that whole-body irradiation is known to cause deleterious effects on hematopoietic, gastrointestinal and neurovascular systems^64,65^, and while the increase in DNA damage observed in PTEN-null associated whole tissue mammary epithelium is similarly observed on epithelial cells treated with radiation ex vivo (Fig. 1f, g), we still must acknowledge the possibility of radiation-induced secondary effects on the mammary gland in the whole animal system.

Combined, this study provides substantial evidence that a subset of women who harbor low mammary stromal PTEN may be predisposed to developing radiation-induced breast cancer. Further investigations are warranted to determine if stromal PTEN could be utilized as a biomarker for radiation response, and in those patients exhibiting low stromal PTEN, pre-treatment with an EGFR inhibitor prior to radiation could possibly spare normal breast tissue from radiation-induced genomic instability and subsequent transformation.

## Methods

### Transgenic mice and genotyping

Animal use was in compliance with federal and University Laboratory Animal Resources (ULAR) regulations under protocols 2007A0120-R3 (PIs-MCO and GMS) and 2007A0239-R2 (PI-GL) approved by the OSU Institutional Animal Care and Use Committee (IACUC). *Pten*^*fl/fl*^ and *Fsp-cre* mice were used^3,13^. *Fsp* expression has been confirmed in the mammary stromal fibroblasts specifically and is undetectable in the epithelium, macrophages and endothelium^3,13^. *MMTV-ErbB2* mice were generously provided by Dr. William Muller^5^. Wild-type FVB/N were commercially obtained from Jackson Laboratories (Bar Harbor, ME, USA) or Taconic Biosciences, Inc. (Cambridge City, IN, USA). All experimental animals, obtained at a Mendelian ratio of 1 in 16, were virgin females 8–16 weeks of age and at least tenth-generation congenic (N10) FVB/N. Genotyping primer sequences are listed in Supplementary Table 4.

### Human subjects

The normal reduction mammoplasty cohort has been previously discussed^34–36^. All patients comprising the HER2-positive patient cohort (OSUCCC) were deceased at the time of sample analysis excluding the need for IRB approval. All HIPAA policies remained in effect. Primary tumor blocks were reviewed (GT) and excluded if (1) the patient underwent neoadjuvant chemotherapy, (2) the sample lacked observable carcinoma, (3) the sample was not sizable (only core biopsy), (4) the sample had no adjacent normal, or (5) the estrogen receptor-α (ER) status was unknown. Human breast fibroblast primary cultures were isolated under IRB protocol #1999C0262 (PI-LDY). Informed consent was obtained from each patient prior to isolation.

### Primary mammary fibroblast and epithelial cultures

Mouse mammary (Pten^*fl/fl*^ (wild-type), *Fsp-cre;Pten*^*fl/fl*^ (PTEN-null or PTEN -/-), *ErbB2;Pten*^*fl/fl*^, *ErbB2;Fsp-cre;Pten*^*fl/fl*^ mice—all female FVB/N at 8–12 weeks of age) tissue was minced and digested with an enzymatic solution [0.15% Collagenase I (#C0130, Sigma, Saint Louis, MO, USA), 160U/ml Hyaluronidase (#H3506, Sigma), 1 μg ml^−1^ hydrocortisone (#H4001, Sigma), 10 μg ml^−1^ insulin (#I5500, Sigma) and 1% penicillin/streptomycin] in 5% CO2 overnight at 37 °C. Tissue was neutralized with 10% FBS, 1% penicillin/streptomycin-DMEM (Thermo Fisher, Waltham, MA, USA), centrifuged and resuspended in 10% FBS, 1% penicillin/streptomycin-DMEM. Gravity separation was then utilized to separate out heavier epithelial organoids from the fibroblast fraction. After 24 h, the epithelial culture media was replaced with DMEM/F12 (Thermo Fisher) supplemented with 5% horse serum, MEGM SingleQuot Kit (#CC-4136, Lonza, Basel, Switzerland) (bovine pancreatic extract (BPE), insulin, hydrocortisone, gentamycin, epidermal growth factor (hEGF), choleratoxin (0.02 ng ml^−1^) (Sigma) and 0.06 mM calcium chloride); the fibroblast culture media was replaced with 10% FBS, 1% penicillin/streptomycin-DMEM. MMFs were spontaneously immortalized by passaging routinely (1–2 times a week) and seeding at the same density at each passage.

Human breast tissue was minced and digested with an enzymatic solution (2 mg ml^−1^ Collagenase III, 1% penicillin/streptomycin, 10% FBS in DMEM) in 5% CO_2_ overnight at 37 °C. Tissue was neutralized with 10% FBS, 1% penicillin/streptomycin^−^DMEM, and gravity separation was utilized to separate out heavier epithelial organoids from the fibroblast fraction. Fibroblasts were plated and maintained in 10%-FBS, 1%-penicillin/streptomycin, 5ug ml^−1^ plasmocin (InvivoGen, San Diego, CA, USA)-DMEM. After cells reached ~80% confluence, the human primary normal mammary fibroblasts were immortalized by transduction with hTERT lentivirus (pBABE-Hygro-hTERT #1773, Addgene, Cambridge, MA, USA) and selected for 10 days with 10 μg ml^−1^ hygromycin. Both human primary normal and CAFs were transduced with pGIPZ control or shPTEN (clone ID V2LHS_231477) lentiviral constructs (GE Dharmacon, Lafayette, CO, USA) and selected for 12 days with 0.75 μg ml^−1^ puromycin. None of these primary lines were tested for mycoplasma.

### Fluorescence activated cell sorting and microarray analysis

Mammary tissue was dissociated with a McIlwain tissue chopper (Mickle Laboratory Engineering, Guildford, Surrey, United Kingdom) and incubated in Epicult-B medium (Stem Cell Technologies, Vancouver, British Columbia, Canada) supplemented with 5%FBS, 300U ml^−1^ collagenase (Sigma) and 100U ml^−1^ hyaluronidase (Sigma) for 1 h at 37 °C with gentle shaking. Red blood cells were lysed in ammonium chloride (Stem Cell Technologies). The digested tissue was then sequentially dissociated in 0.25% trypsin–EDTA (Sigma) for 1 min, 5 mg ml^−1^ Dispase (Stem Cell Technologies) plus 0.1 mg ml^−1^ DNase1 (Sigma) for 1 min and filtered through a 40 µm cell strainer. Lineage negative (Lin^−^) subpopulations were then obtained through removal of CD45^+^, Ter119^+^, CD31^+^ and BP-1^+^ cells using the EasySep Mammary Epithelial Cell Enrichment kit as per manufacturer’s instructions (Stem Cell Technologies). Lin^−^ cells were further stained for CD24-PE (#553262, BD Pharmingen, San Jose, CA, USA), CD29-FITC (#555005, BD Pharmingen) and CD61-APC (#MCD6105; Invitrogen, Grand Island, NY, USA)^11,66,67^. Isotype controls for each antibody were used: PE-Rat IgG2b, κ isotype (#555848, BD Pharmingen); FITC-Hamster IgM, λ1 isotype (#553960, BD Pharmingen); APC-Hamster IgG, (#17-488-81, eBiosciences, San Diego, CA, USA). All procedures were performed using FACSAria (BD Biosciences, San Jose, CA, USA). Gating excluded cells labeled with isoform-matched control antibodies. If isotype-control was unclean, experiment was excluded. Viable cells were determined by DAPI exclusion. All data analyses were performed using FlowJo single cell analysis software.

For RNA analysis, each biological replicate of Lin^-^CD24^+^CD29^lo^CD61^−^mature luminal epithelial subpopulations was collected by pooling pre-neoplastic mammary tissue from 6 to 8 *ErbB2;Pten*^*fl/fl*^ or *ErbB2;Fsp-cre;Pten*^*fl/fl*^ female FVB/N mice at 8–10 weeks of age. This experiment was repeated five times to generate three independent samples per genotype of sufficient RNA quality for gene expression analysis. Total RNA was isolated using TRIzol (Invitrogen) and treated with DNAse I (DNA-*free*, Ambion). RNA quality was assessed using a NanoDrop TM2000 Spectrophotometer (Thermo Scientific). Sample quality to determine the best three of five samples was tested by characterizing size distribution via fluorescent capillary electrophoresis using the Bioanalyzer 2100 RNA 6000 Pico-Chip and Degradometer software (Agilent Technologies, Santa Clara, CA, USA). Expression was then evaluated using the GeneChip^®^ Mouse Transcriptome Assay 1.0 (Affymetrix, Santa Clara, CA, USA) at the Genomics Shared Resource within the OSUCCC. Data were evaluated for statistical quality control and normalized in Expression Console (Affymetrix) using an SST RMA algorithm (GEO Accession #GSE93784) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE93784). GSEA v2.0 determined the enrichment of the Molecular Signatures Database (MSigDB) curated C5 gene sets within the data^68^. Statistical significance (*q* < 0.05) was determined through generation of a normalized enrichment score (NES) and a FDR^68^.

### Mammary fat pad injection and tumor-free survival analysis

Syngeneic primary mouse epithelial cells were isolated from the mammary glands of donor *ErbB2;Pten*^*fl/fl*^ (round 1, n = 3; round 2, n = 4) and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ (round 1, n = 4; round 2, n = 3) female FVB/N mice at 8–9 weeks of age by Lin^−^CD24^+^/CD29^+^ FACS as described above. Female FVB/N recipients at 8 weeks of age (total *n* = 8 per donor genotype) were anesthetized with isoflurane (Abbott Laboratories, Chicago, IL, USA). The inguinal nipple regions were swabbed with 70% ethanol. Four fat pads were injected per genotype with 1 × 10^5^ cells in 50 µl 1× PBS, and the experiment repeated twice. All mice were euthanized at 338 days post-injection or at early removal criteria (ERC) as per IACUC regulations. Kaplan–Meier tumor-free survival curves were generated and statistical significance was determined using log-rank. Tumor volume was calculated by caliper measurements ex vivo [volume = 1/2 × length x (width)^2^] at time of harvest.

### Whole-body radiation and drug treatments

Eight to twelve week old female *Pten*^*fl/fl*^, *Fsp-cre;Pten*^*fl/fl*^, *ErbB2;Pten*^*fl/fl*^ and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ FVB/N mice received whole-body 6 Gy radiation in the absence of anesthesia (RS2000 X-ray Irradiator; Rad Source, Suwanee, GA, USA). Animals were sacrificed and mammary tissue harvested at 30 min, 6 h or 1 week post-radiation. A subset of irradiated animals received prior treatment with the EGFR inhibitor erlotinib (Tarceva^®^, #E-4007, LC Laboratories, Woburn, MA, USA) or the ErbB2/HER2 inhibitor CP-724,714 (#A10242, AdooQ BioScience, Irvine, CA, USA). Erlotinib was resuspended in DMSO at 10 mg ml^−1^ and mice received 50 mg kg^−1^ or an equivalent volume of DMSO by oral gavage daily for 1 week. CP-724,714 was resuspended in 0.5% methycellulose (Sigma) at 10 mg ml^−1^ and mice received 50 mg kg^−1^ or an equivalent volume of 0.5% methycellulose by oral gavage daily for 1 week.

### Radiation and immunofluorescence on cultured cells

For Rad51/keratin-8 (CK8) and γ-H2AX detection, epithelium was harvested from untreated *ErbB2;Pten*^*fl/fl*^ and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ female FVB/N mice at 11–12 weeks of age by gravity separation as described above and cultured in 8-well chamber slides (Thermo Fisher). The next morning, cells were irradiated (3 Gy) (RS2000 X-ray Irradiator). At 6 h post-radiation, cells were fixed with 4% paraformaldehyde (FUJIFILM Wako Pure Chemical Corp., Tokyo, Japan), for 10 min, washed with 1× PBS and stored at 4 °C until stained. For pericentrin/α-tubulin detection, mice were treated with ± erlotinib and irradiated (6 Gy whole-body) followed by a 1 week recovery. Epithelial cells were then harvested by gravity separation as described above and cultured in 8-well chamber slides (Thermo Fisher). After reaching 70% confluency, cells were fixed with ice-cold methanol for 10 min, washed with 1xPBS and stored in DMEM (Thermo Fisher) without additives at 4 °C until stained. For PTEN/CK8 dual IF detection in the mature luminal population, cells were isolated by Lin^−^CD24^+^CD29^lo^CD61^−^ FACS as above and 40,000 viable cells (trypan blue exlusion (Sigma)) were cytospun on 13 mm single ringed cytology slides (Fisherbrand™) using single cytology funnels (Fisherbrand™). Cells were immediately fixed with 4% paraformaldehyde and stored in 1× PBS at 4 °C until stained.

For Rad51/CK8 and γ-H2AX staining, cells were washed with NET-Gel buffer, permeabilized with 0.2% Triton X-100 in 1× PBS for 10 min at room temperature (RT), and blocked with 5% bovine serum albumin (BSA) in 1× PBS for at least 30 min at RT before incubating overnight at 4 °C with primary antibodies in 1% BSA/PBS: rabbit anti-Rad51 (1:200, #NBP1-95892, Novus Biologicals, Littleton, CO, USA), rat anti-CK8 (1:400, Troma-I, Developmental Studies Hybridoma Bank, University of Iowa, Iowa City, IA, USA), mouse anti-γ-H2AX (Ser139) (1:5000, #05–636, EMD Millipore, Billerica, MA, USA), rabbit anti-pericentrin (1:250, #ab4448, Abcam, Cambridge, MA, USA) and mouse anti-α-tubulin (1:1000, #T6199, Sigma). Cells were then washed with 1× PBS, probed with Alexa Fluor^®^ 488 and 594 conjugated secondary antibodies (Thermo Fisher) in 1% BSA/PBS, washed and mounted with SlowFade^®^ Gold antifade reagent with DAPI (#S36938, Thermo Fisher). For PTEN/CK8 staining, cells were washed with 1× PBS, permeabilized in 0.5% Triton X-100 in 1× PBS for 10 min at RT, and blocked with 5% donkey serum in 0.3% Triton X-100/1 x PBS for 1 h at RT before incubating overnight at 4 °C with primary antibodies in blocking solution: rabbit anti-PTEN (1:200, #9559, Cell Signaling) and rat anti-CK8 (1:400). Cells were then washed with 1× PBS, probed with Alexa Fluor^®^ 488 and 594 conjugated secondary antibodies in 1× PBS, washed and mounted with SlowFade^®^ Gold antifade reagent with DAPI.

Imaging for Rad51, pericentrin/α-tubulin and PTEN/K8 was done using the Eclipse E800 microscope (Nikon Instruments Inc., Melville, NY, USA) using the MetaVue™ Research Imaging system (Molecular Devices, Sunnyvale, CA, USA). Imaging for γ-H2AX was done using the VECTRA^®^ Automated Quantitative Pathology Imaging system (PerkinElmer, Hopkinton, MA, USA).

### Immunofluorescence on paraffin sections

Tissue sections were baked at 65 °C for 15 min and de-paraffinized using a xylene-ethanol series. This was followed by antigen retrieval using EDTA Decloaker 5 × (BioCare, Pacheco, CA, USA) in a steamer for 40 min. The sections were then cooled to RT, blocked for 1 h at RT with 5% BSA/0.5% Tween-20 in 1× PBS, and then incubated with rabbit anti-phospho-EGFR (Tyr1068) (1:25, #2234, Cell Signaling, Danvers, MA, USA) or rabbit anti-phospho-HER2/ErbB2 (Tyr1221/22) (1:25, #2243, Cell Signaling) in blocking buffer at 4 °C overnight. The slides were then washed thrice in 1× PBS and incubated with Alexa Fluor^®^ 594 conjugated secondary diluted in 1× PBS (1:250) in the dark for 1 h. Following another set of PBS washes, the slides were mounted in Slowfade^®^ Gold Antifade with DAPI (Thermo Fisher) and stored at 4 °C in the dark. Imaging was done using the VECTRA^®^ Automated Quantitative Pathology Imaging system (PerkinElmer, Hopkinton, MA, USA).

### Immunohistochemistry on paraffin sections

Sections were stained using the Bond RX autostainer (Leica Biosystems Inc., Buffalo Grove, IL, USA). Briefly, slides were baked at 65 °C for 15 min and the automated system performed dewaxing, rehydration, antigen retrieval, blocking, primary antibody incubation, post primary antibody incubation, detection (DAB), and counterstaining using Bond reagents (Leica). Samples were then removed from the machine, dehydrated through a series of ethanol and xylenes and mounted. Rabbit anti-γ-H2AX (Ser139) (1:800, #9718, Cell Signaling), rabbit anti-phospho-EGFR (Tyr1068) (1:50, #2234, Cell Signaling), rabbit anti-phospho-HER2/ErbB2 (Tyr1221/22) (1:400, #2243, Cell Signaling), rabbit anti-PTEN (1:150, #9559, Cell Signaling: used for mouse transplants and normal reduction mammoplasty samples), mouse anti-PTEN (1:100, #M3627, Dako: used for HER2 breast cancer patient cohort), rabbit anti-Ki67 (1:200, #ab16667, Abcam) were diluted in antibody diluent (Leica). TUNEL staining was performed using manufacturer’s recommendations (ApopTag Peroxidase In Situ Apoptosis Detection Kit, #S7100; EMD Millipore). All microscopic imaging was done using the VECTRA^®^ Automated Quantitative Pathology Imaging system or an Axioskop 40 with ZEN Software (Zeiss, Germany). Whole tissue imaging was done using a Stemi SV 11 Stereoscope with ZEN Software (Zeiss).

### X-gal staining

Frozen tissue sections were dried at RT, fixed in a glutaraldehyde solution (0.2% glutaraldehyde, 1.25 mM EGTA, pH 7.3 and 2 mM magnesium chloride in 1× PBS), washed with LacZ wash buffer [2 mM magnesium chloride, 0.01% sodium deoxycholate, 0.02% IGEPAL CA-630 (Sigma) in PBS] and then stained overnight at 37 °C protected from light in LacZ staining solution (4 mM potassium ferricyanide, 4 mM potassium ferrocyanide, 1 mg ml^−1^ X-gal in LacZ wash buffer). Stained sections were then washed with 1× PBS and rinsed with water before counterstaining with nuclear fast red. Microscopic imaging was performed using an Axioskop 40 with ZEN Software (Zeiss). Whole tissue imaging was done using a Stemi SV 11 Stereoscope with ZEN Software (Zeiss).

### Quantification of immunostaining

Quantification of PTEN/CK8 dual corrected total cell fluorescence was performed in Image J^69^ by manually selecting all the cells within the 40× field (circle tool) and measuring the area and integrated density for each. Corrected total cell fluorescence was determined for each cell (integrated density minus the cell area) and averaged across all cells per field (5 representative fields (40×) per genotype (3 pooled mice/genotype)).

Quantification of Rad51 on cultured cells was performed in Image J^69^ by manually counting the number of Rad51 + cells along with determining total cell number by thresholding the DAPI channel and analyzing particles (2–5 representative fields (20–40×) per mouse (3 mice/*ErbB2;Pten*^*fl/fl*^, 2 mice/*ErbB2;Fsp-cre;Pten*^*fl/fl*^)).

Quantification of γ-H2AX (Ser139) on cultured cells was performed using the pattern recognition algorithm in the Inform^®^ software (PerkinElmer). The spectrally unmixed Alexa Fluor^®^ 594 signal was scored based on a user defined threshold into four categories (0+, 1+, 2+ and 3+). The percent of cells within each scoring category was determined based on cell segmentation with the DAPI counterstain (1–6 representative fields (20×) per mouse (3 mice/genotype)). An H-Score was then calculated using following formula: (1×(% cells 1+)+2×(% cells 2+)+3×(% cells 3+)).

Quantification of Pericentrin/γ-tubulin on cultured cells was performed by manually counting the number of centrosomes within all observable metaphase spreads in Image J^69^ (5–16 spreads (40×) per mouse (2 mice/genotype)).

Quantification of phospho-ErbB2 (Tyr1221/22) IHC was performed by measuring the optical density (OD) of the DAB signal at a fixed threshold in NUANCE, which was then divided by the % epithelial area per field of view as determined by thresholding the hematoxylin channel and analyzing particles in Image J^69^ (5–8 representative fields (40×) per mammary gland; 2 glands/mouse; 4 mice/genotype). Quantitation of phospho-ErbB2 (Tyr1221/22) IF was determined by measuring the area of the red (Alexa Fluor^®^ 594) signal at a fixed threshold in ImageJ^69^, which was then divided by the % epithelial area per field of view as determined by thresholding the blue (DAPI) signal and analyzing particles in Image J^69^ (4–8 representative fields (40×) per mammary gland; 1–4 mice/genotype).

Quantification of epithelial γ-H2AX (5–18 representative fields (40×) per mammary gland;≥3 mice per genotype/treatment group], epithelial phospho-EGFR (Tyr1068) (IF: 3–6 representative fields (40×) per mammary gland; 2–3 mice/treatment group; IHC: 8 representative fields (40×) per mammary gland; 2 glands/mouse; 3 mice/genotype), epithelial Ki67 (3–6 representative fields (40×) per mammary gland; ≥3 mice per genotype), epithelial TUNEL (3–8 representative fields (40×) per mammary gland; ≥3 mice per genotype/treatment group), and stromal PTEN [99 reduction mammoplasty patient samples: 4–10 representative fields (40×) per sample; 43 HER2-positive breast cancer patient samples: 1 field (40×) per block depicting region with lowest stromal PTEN, 1–4 blocks per patient sample were averaged] were performed using the pattern recognition algorithm in the Inform^®^ software (PerkinElmer). Briefly, each image underwent manual tissue segmentation to select only the epithelium (for γ-H2AX, Ki67, TUNEL and phospho-EGFR) or only the stroma (for PTEN). The spectrally unmixed DAB signal was scored based on a user defined threshold into four categories (0+, 1+, 2+ and 3+). The percent of cells within each scoring category was determined based on cell segmentation with the hematoxylin counterstain. An H-Score was then calculated using following formula: (1×(% cells 1+)+2 × (% cells 2+)+3 × (% cells 3+)).

All images in the main figures underwent final processing using Adobe Photoshop^®^ and in the supplement using Microsoft PowerPoint for brightness/contrast/sharpness when appropriate. Identical adjustments were made over the entire image and for all images per experiment.

### Karyotyping

*ErbB2;Pten*^*fl/fl*^ and *ErbB2;Fsp-cre;Pten*^*fl/fl*^ female FVB/N mice at 9–16 weeks of age were treated with ± erlotinib and irradiated (6 Gy whole-body) followed by a 1 week recovery. Epithelial cells were harvested by gravity separation as described above and cultured in 10 cm tissue culture dishes (Thermo Fisher). Once cells reached 70% confluency, 50 µl KaryoMAX^®^ colcemid^®^ (Gibco #15210-040) per 10 ml media was added, and the cells incubated at 37 °C for 2 h to arrest proliferating cells in M-phase. The media, 1× PBS wash and trypsinized cells were combined, neutralized and centrifuged. 10 ml of fresh pre-warmed 0.56% potassium chloride (KCl) solution was added to the cell pellet while avoiding cell clumping and incubated at 37 °C for 30 min. Cells were then fixed with 1 ml ice-cold 3:1 MeOH:Glacial acetic acid and centrifuged gently to remove the fixative-KCl solution. The addition of fixative and centrifugation was repeated twice, each with 5 ml of ice-cold fixative. Fixed cells were stored at −20 °C until metaphase spreads were made. Before making metaphase spreads, the fixation step was repeated at least two more times. Microscope slides were wiped clean with 70% EtOH to avoid dust. 30 µl of the fixed epithelial cell preparations was dropped onto the slide in two drops and the drop gently dried by blowing. Once dry, these metaphase spreads were stained with 1:10 KaryoMAX^®^ Giemsa Stain Improved R66 Solution “Gurr” (Gibco #10092-013) for 1 min and washed thoroughly in water. Then slides were dried using a blow-dryer. Metaphase spreads were observed at 100× magnification. All readable mitotic figures were analyzed and DNA damage was quantified as the sum of the following: (i) counting the number of chromosomes to determine chromosome amplification or aneuploidy, (ii) counting single-strand or double-strand breaks to determine defects in DNA repair and (iii) estimating translocations. For the experiment in the absence of drug, 1–23 fields (100×) per mouse were quantified (4 mice per genotype). For the experiment ± erlotinib, 4–23 fields (100×) per mouse were quantified (2–3 mice per genotype: *ErbB2*-DMSO *n* = 2 and erlotinib *n* = 3; *ErbB2;Fsp-cre;Pten*^*fl/fl*^-DMSO *n* = 3 and erlotinib *n* = 3). Images were taken using the 100× lens on the Eclipse 50i microscope (Nikon) mounted with an Axiocam HRc camera (Zeiss).

### Genomic DNA analysis and quantitative real-time PCR

To isolate genomic DNA from tumor tissue, formalin-fixed paraffin embedded (FFPE) sections were processed using the QIAamp DNA FFPE Tissue Kit (Qiagen, Hilden, Germany). Standard PCR reactions were carried out using primers for *Pten* floxed and deleted alleles as in Supplementary Table 4 and PCR products visualized by agarose gel electrophoresis. To isolate RNA from total tumor tissue, FFPE sections were processed using the FFPE RNA Purification Kit (Norgen Biotek Corp. Ontario, Canada). To isolate total RNA from cells, the TRIzol reagent was used according to manufacturer’s instructions (Invitrogen). RNA was treated with DNAse I (DNA-*free*, Ambion, Grand Island, NY, USA), and cDNA generated via SuperScript III Reverse Transcriptase (Invitrogen). For tumor qRT-PCR analysis, the Universal Probe Library system was used (Roche, Applied Biosystems, Foster City, CA, USA). Sample quality was verified by comparing Ct values for mouse ribosomal gene *Rpl4*. Primer set-probe combinations are detailed in Supplementary Table 5.

For cDNA generated from human fibroblasts and FACS isolated mature luminal cells, a pre-amplification step was performed following the TaqMan^®^ (Applied Biosystems, Grand Island, NY, USA) PreAmp Master Mix protocol as per manufacturer’s instructions. qRT-PCR was performed using TaqMan^®^ Gene Expression Assays. Assay IDs are listed in Supplementary Table 6.

### Immunoblotting and enzyme-linked immunosorbent assays

For immunoblotting, fibroblasts were lysed on ice (50 mM Tris-HCl, pH7.4; 100 mM NaCl; 1 mM EDTA; 1 mM EGTA; 1 mM NaF; 0.1% SDS; 0.5% Sodium Deoxycholate; 1% Triton-X-100; 10% Glycerol; Protease and Phosphatase Inhibitor Cocktails (Sigma)), and protein was quantified (Bradford Assay, Bio-Rad, Hercules, CA, USA). Protein lysate was resolved using SDS-PAGE, and transferred to PVDF membrane (EMD Millipore). For human CAFs, the LiCOR Odyssey TBS Blocking Buffer (Lincoln, NE, USA) was used to block and as a diluent for both primary (PTEN (1:1000, Cell Signaling, #9559); α-tubulin (1:2000, Sigma, #T6199)) and secondary antibodies (LiCOR). Signal was detected using the LiCOR Odyssey^®^. For mouse and human normal fibroblasts, 5% milk-1xTBST was used to block and as a diluent for both primary (PTEN (1:1000, Cell Signaling, #9559); TGF-α (1:1000, Cell Signaling, #3175); GAPDH (1:2000, Santa Cruz, #sc-25778)) and secondary HRP-conjugated antibodies (GE Healthcare, Little Chalfont, UK). Signal was detected using the ECL detection kit (Thermo Fisher) and developed using X-ray film. All unprocessed, uncropped blots are included in Supplementary Figs. 9–11.

For ELISAs, equivalent numbers of viable WT control (*Pten*^*fl/fl*^) and PTEN-null (*Fsp-cre;Pten*^*fl/fl*^) MMF cells were seeded in complete 10% FBS-DMEM media. The next day, the media was changed to serum-free DMEM and media was conditioned overnight. Conditioned media was then isolated and concentrated 5–10 fold using Amicon Ultra-15 Centrifugal Filter Units (Ultracel-3, EMD Millipore). Epiregulin and amphiregulin protein levels were determined using mouse ELISAs (EMEREG and EMAREG, Thermo Fisher) as per manufacturer’s recommendations. Final concentration was adjusted for the total cell number at time of harvest.

### Mammary tissue transplantation

Recipient female mice (FVB/N, Taconic) at 8–9 weeks of age were anesthetized (isoflurane/oxygen) and the scapular region shaved. 24 h later, whole inguinal mammary tissue lacking associated lymph nodes was harvested from donor females and placed subcutaneously into the scapular region of recipient females under aseptic conditions. Incisions were closed using a 9 mm wound clip, which was removed 10 days post-transplant. Recipient animals were monitored biweekly for ~10 months, at which the mice were sacrificed and mammary tissue harvested for histology.

### Pathological characterization of hyperplasia

Transplanted tissue was characterized as having (1) hyperplasia, or (2) hyperplasia with atypia (MIN—carcinoma in situ). The glands were first classified based on the degree of development of the mammary gland tree as lobule type 1, 2, and 3^70^. The cutoff values for defining lobule type were set as follows: lobule type 1 = 2–15 ductules/alveoli per cross section; lobule type 2 = 15–30; and lobule type 3 = >30. Lobuloalveolar hyperplasia was defined as an increase in profiles of alveoli beyond lobule type 1 (lobule 2 and 3) without cytologic changes in alveolar or ductal cells and preservation of the lobular architecture. Lobulaveolar hyperplasia was further graded as minimal (lobule type 2 with focal distribution), mild (lobule type 2 with multifocal distribution) or moderate (lobule type 3 with multifocal to coalescing distribution).

Criteria for diagnosing hyperplasia with atypia (MIN—carcinoma in situ) included irregular proliferation of the ductal or alveolar epithelium, cellular atypia and/or pleomorphism and mitotic figures. The basement membrane remained intact. Finally, a pathological score was assigned to each tissue as follows: 0 = unremarkable (lobule 1); 1 = hyperplasia, minimal; 2 = hyperplasia, mild; 3 = hyperplasia, moderate; 4 = hyperplasia with atypia.

### Statistical methods

Power analyses were not performed a priori. Experimental mice were obtained at a Mendelian ratio of 1 in 16 and were randomly utilized within genetic groups. All analyses and differences between distinct genetic groups were done in a blinded fashion. For all data, normality assumption was checked by D’Agostino–Pearson omnibus, Shapiro–Wilk and Kolmogorov–Smirnov normality testing. Data were considered normally distributed upon passing any of the three tests. For continuous data, ANOVA was used to determine differences among several groups, while *t*-test was used for pairwise comparisons (homoscedastic or heteroscedastic Student’s *t*-test as appropriate). All analyses using Student’s *t*-test were two-tailed. For data not normally distributed, statistical comparisons were done by two-tailed Mann–Whitney. Statistical significance for all contingencies tables was determined by two-tailed Fisher’s exact. All charts depict the mean ± the standard error of the mean.

### Data availability

Gene expression data supporting these findings can be found on the Gene Expression Omnibus (accession no. GSE93784). All other data are available within the article and its supplementary information or from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Stromal PTEN determines mammary epithelial response to radiotherapy
**Source:** Nat Commun. 2018 Jul 17;9:2783. doi: 10.1038/s41467-018-05266-6
**Supplement:** Supplementary file 1 — Supplementary Information

SUPPLEMENTARY INFORMATION

Stromal PTEN determines mammary epithelial response to radiotherapy

Sizemore et al.

Supplementary Figures 1-11, Supplementary Tables 1-6

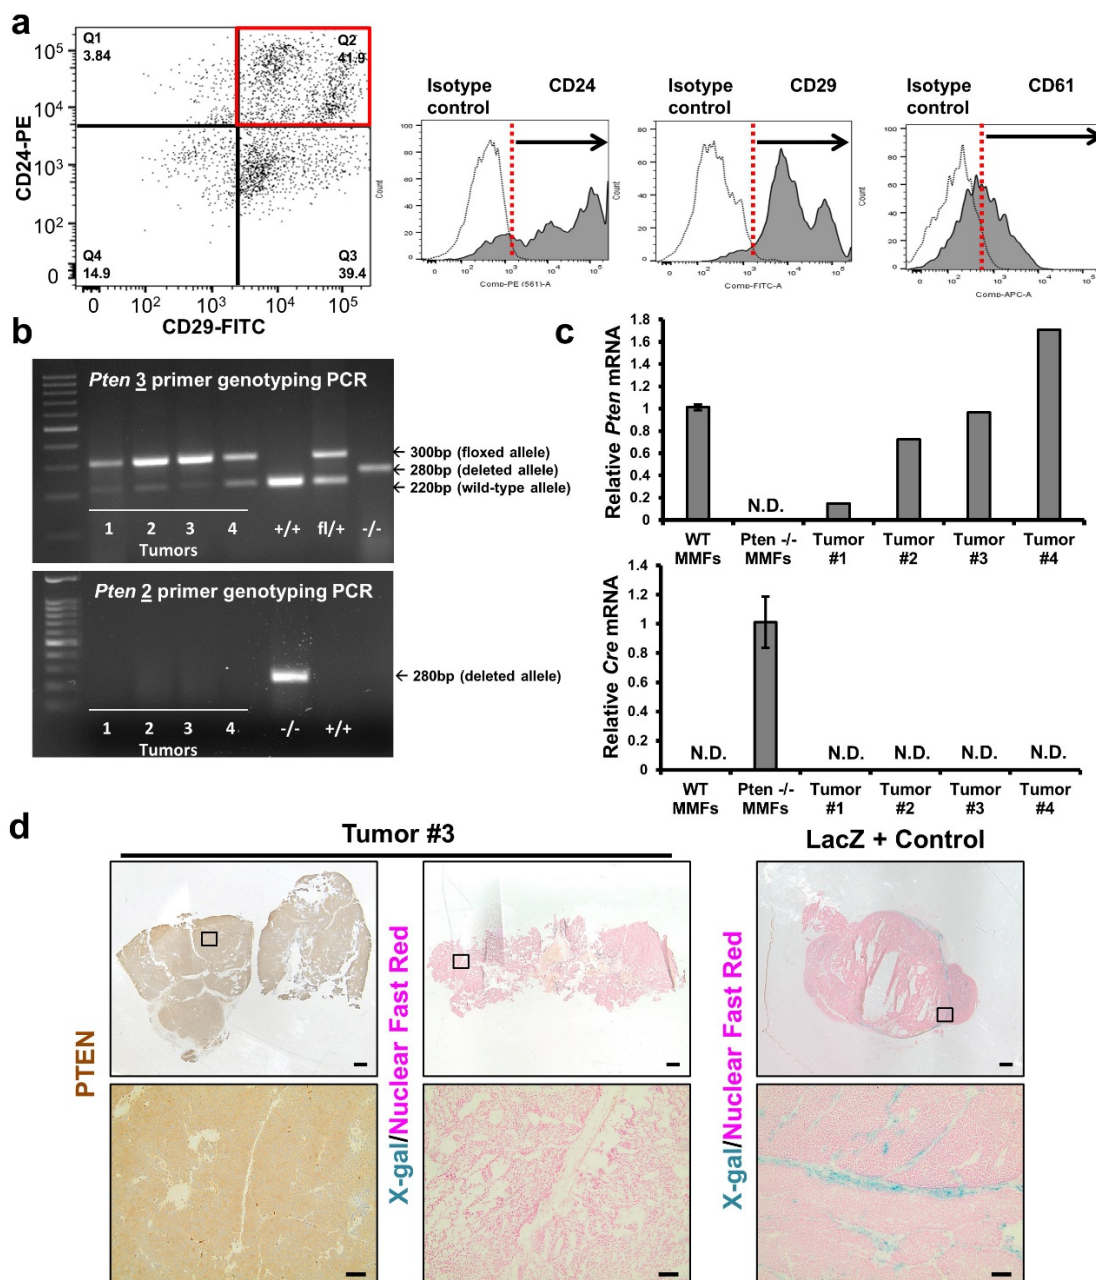

Supplementary Figure 1. Tumors arising from bulk CD24⁺/CD29⁺ *ErbB2*;Fsp-cre;*Pten*^{fl/fl} epithelium do not exhibit *Cre* recombinase expression and subsequent PTEN deletion

- a)** Representative FACS plot defining CD24⁺CD29⁺ control mammary epithelium (*ErbB2*;Pten^{fl/fl}) and representative isotype control histograms exhibiting overlap between control and CD24-PE, CD29-FITC and CD61-APC positivity.
- b)** Genotyping PCR for the wild-type (220bp), floxed (300bp) and deleted (280bp) *Pten* alleles on genomic DNA isolated from the four tumors that arose upon transplantation of CD24⁺/CD29⁺ bulk epithelium from *ErbB2*;Fsp-cre;*Pten*^{fl/fl} mice into wild-type syngeneic recipient mice (tumors depicted in Figure 4b,c). Control +/+ is wild-type, control fl/+ is *Pten*^{fl/+} and control -/- is *Fsp-cre*;Pten^{fl/fl} in the presence of *Fsp-cre* activity.
- c)** *Pten* and *Cre* mRNA expression in wild-type control (WT = *Pten*^{fl/fl}) and PTEN-null (*Pten* -/- = *Fsp-cre*;Pten^{fl/fl}) MMFs, and in the four tumors that arose upon transplantation of CD24⁺/CD29⁺ bulk epithelium from *ErbB2*;Fsp-cre;*Pten*^{fl/fl} mice into wild-type syngeneic recipient mice (tumors depicted in Figure 4b,c). Bars represent mean expression of technical replicates relative to *Rpl4* ± s.e.m. N.D. = not detectable.
- d)** (left) Representative PTEN immunostaining (brown) and X-gal/nuclear fast red staining of tumor #3 as depicted in **b** and **c**. (right) X-gal/nuclear fast red staining of an independent control frozen section processed for LacZ positivity at the same time as tumor #3. Top images – scale bar = 100mm; bottom images – scale bar = 100μm.

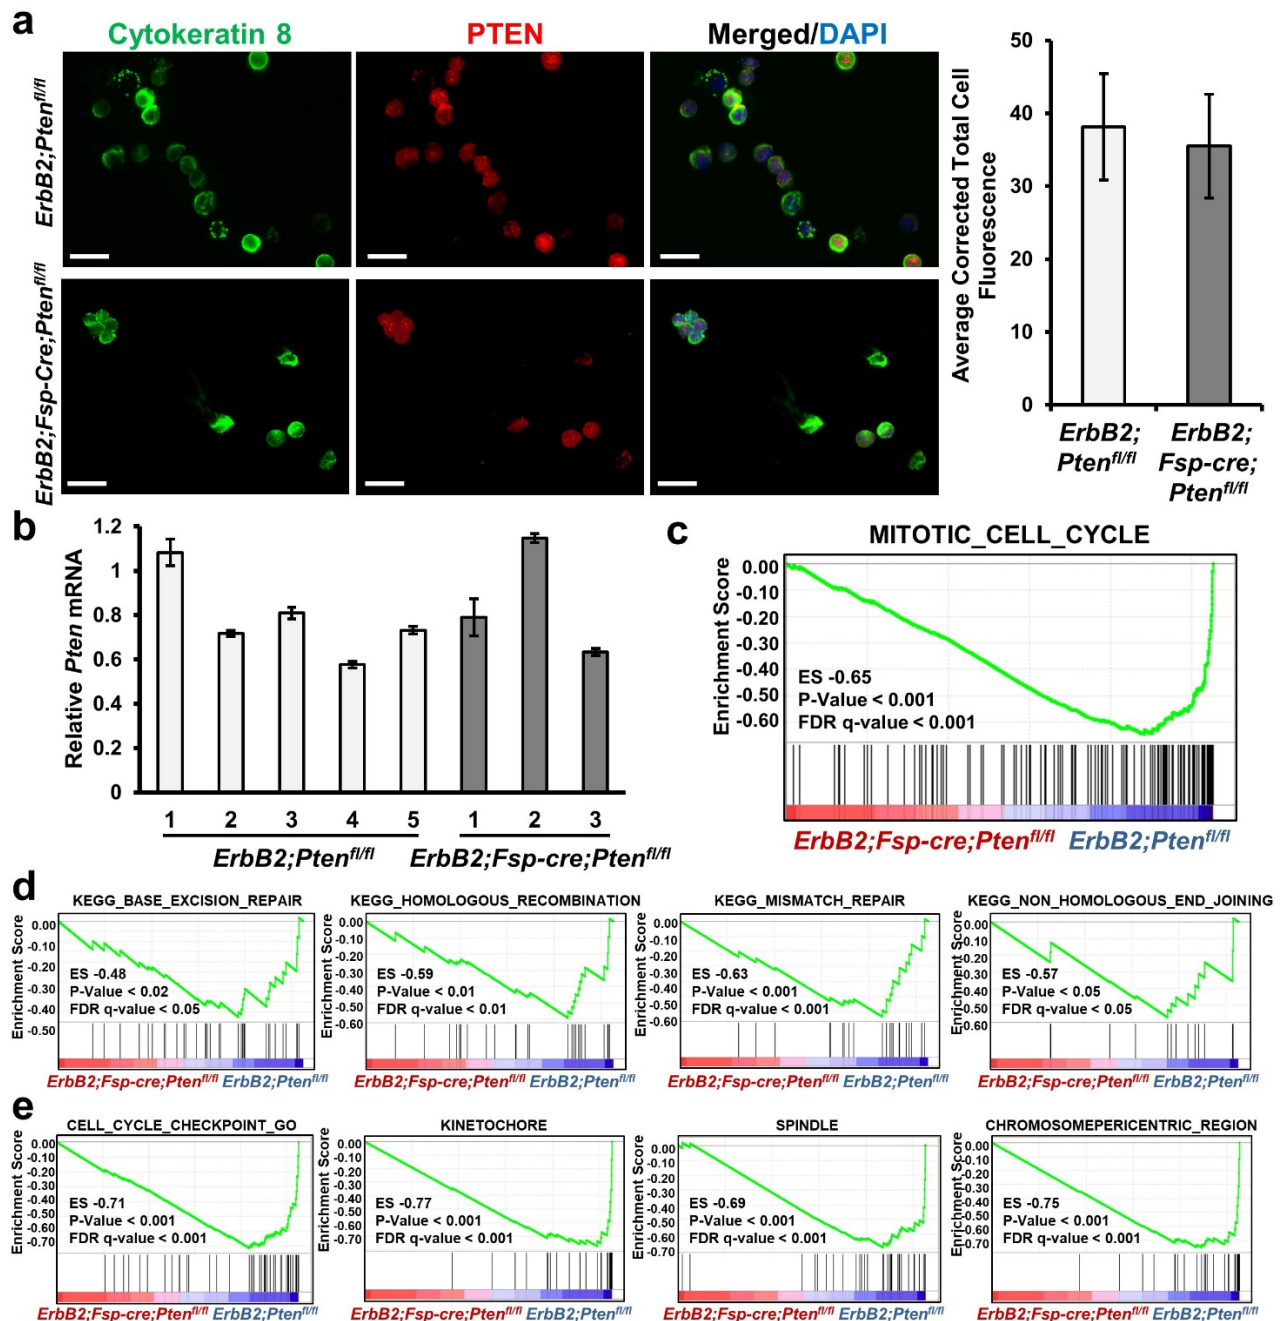

Supplementary Figure 2. Sorted CD24⁺/CD29^{lo}/CD61⁻ *ErbB2;Fsp-cre;Pten^{fl/fl}* mature luminal epithelial cells exhibit a de-enrichment in multiple DNA repair and mitotic cell cycle gene sets without a reduction in PTEN expression

- (left) PTEN immunofluorescence on cytopun mature luminal cells isolated from the mammary glands of *ErbB2;Pten^{fl/fl}* (n=3) and *ErbB2;Fsp-cre;Pten^{fl/fl}* (n=3) mice. Scale bar = 40 μm. (right) Bars represent PTEN positivity as corrected total cell fluorescence ± s.e.m.
- Pten* mRNA expression in mature luminal cells: *ErbB2;Pten^{fl/fl}* (5 independent experiments of pooled mice) v. *ErbB2;Fsp-cre;Pten^{fl/fl}* (3 independent experiments of pooled mice). Bars represent mean expression of technical replicates relative to *Gapdh* ± s.e.m.
- Gene set enrichment analysis for mitotic cell cycle genes in *ErbB2;Fsp-cre;Pten^{fl/fl}* versus control *ErbB2;Pten^{fl/fl}* mature luminal epithelium.
- Gene set enrichment analysis for base excision repair, homologous recombination, mismatch repair, and non-homologous end-joining gene sets in *ErbB2;Fsp-cre;Pten^{fl/fl}* versus control *ErbB2;Pten^{fl/fl}* mature luminal epithelium.
- Gene set enrichment analysis for cell cycle checkpoint, kinetochore, spindle, and chromosome/pericentric region gene sets in *ErbB2;Fsp-cre;Pten^{fl/fl}* versus control *ErbB2;Pten^{fl/fl}* mature luminal epithelium.

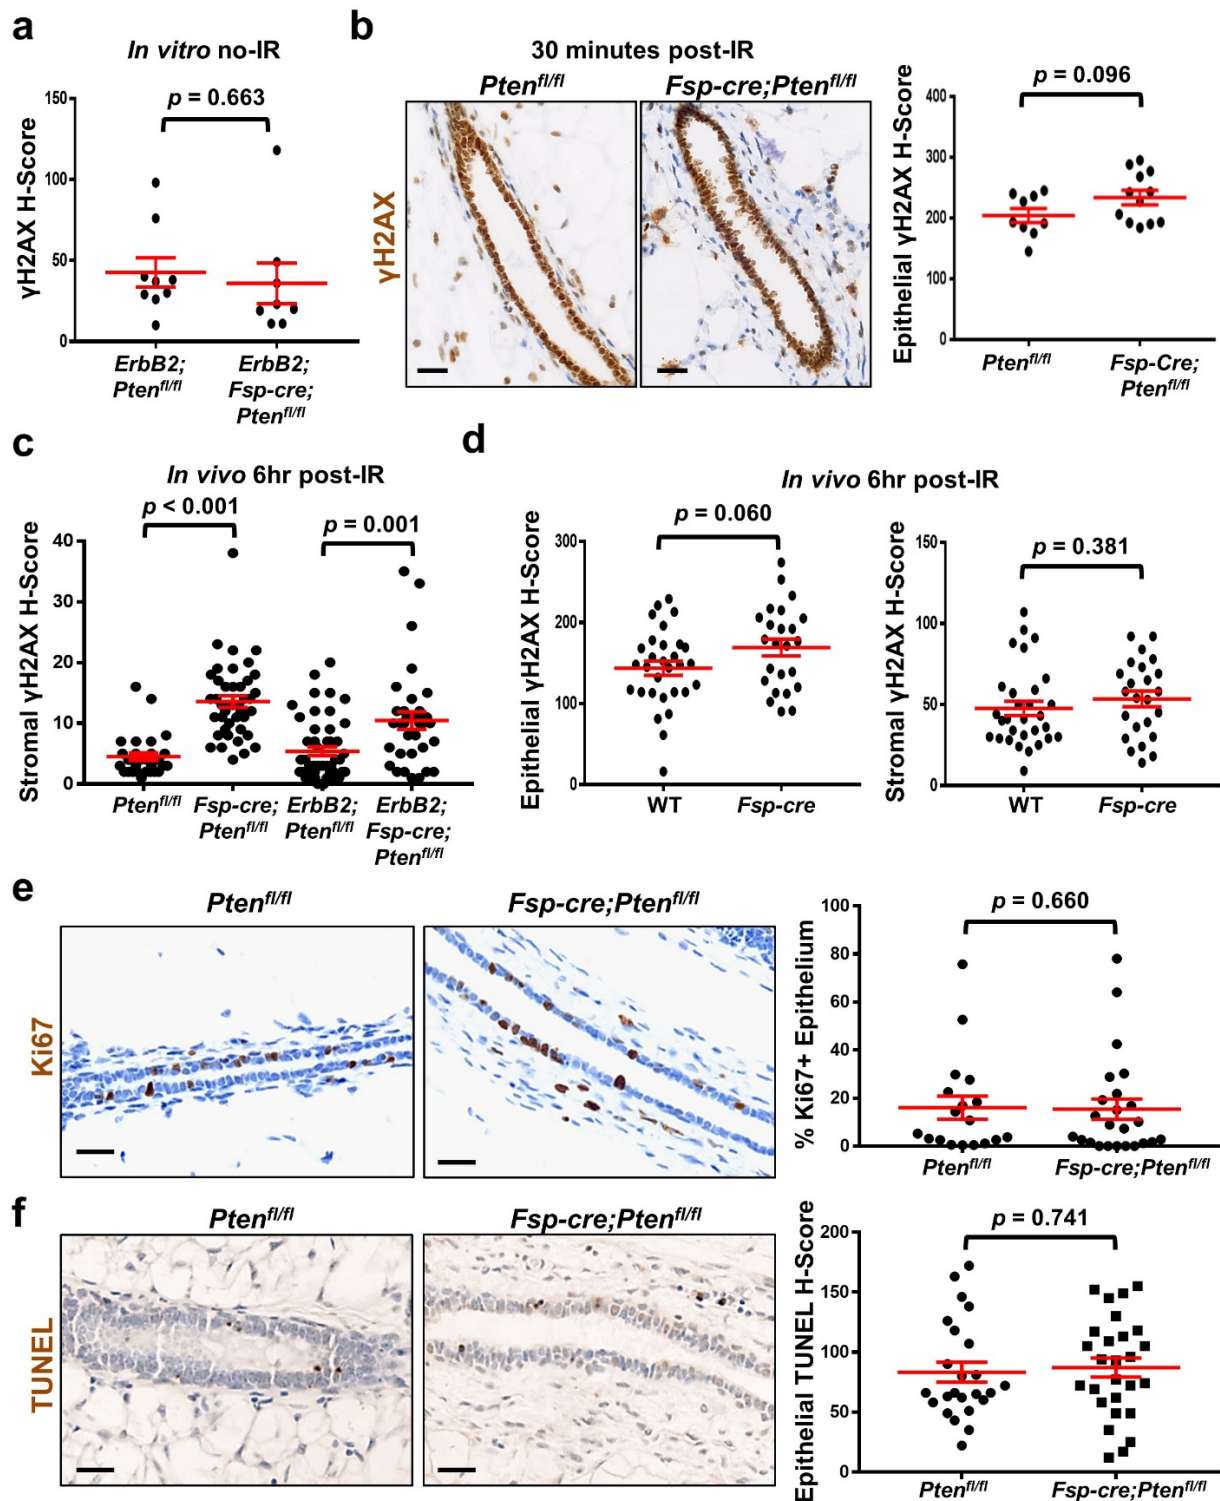

Supplementary Figure 3. Epithelium associated with PTEN-null stroma exhibits no discernable differences in baseline DNA damage, proliferation or apoptosis

- a)** Quantification (mean $\pm$ s.e.m.) of non-irradiated epithelial cells isolated from *ErbB2;Pten^{fl/fl}* and *ErbB2;Fsp-cre;Pten^{fl/fl}* mice cultured in parallel to the irradiated cells depicted in Figure 1f,g. *P* value determined by unpaired, two-tailed Student's *t* test (*ErbB2;Pten^{fl/fl}* *n*=9 fields/3 mice, *ErbB2;Fsp-cre;Pten^{fl/fl}* *n*=8 fields/3 mice).
- b)** Representative γ -H2AX immunohistochemistry and quantification (mean $\pm$ s.e.m.) of mammary epithelium in *Pten^{fl/fl}* and *Fsp-cre;Pten^{fl/fl}* mice irradiated (6 Gy whole-body) and evaluated 30 minutes post-radiation. *P* value determined by unpaired, two-tailed Student's *t* test (*Pten^{fl/fl}* *n*=9 fields/3 mice, *Fsp-cre;Pten^{fl/fl}* *n*=12 fields/4 mice). Scale bars = 20 μ m.

- c) Quantification (mean $\pm$ s.e.m.) of mammary stroma in *Pten^{fl/fl}*, *Fsp-cre;Pten^{fl/fl}*, *ErbB2;Pten^{fl/fl}* and *ErbB2;Fsp-cre;Pten^{fl/fl}* mice irradiated (6 Gy whole-body) and evaluated 6 hours post-radiation. Both *p* values determined by two-tailed Mann-Whitney (*Pten^{fl/fl}* n=30 fields/3 mice, *Fsp-cre;Pten^{fl/fl}* n=40 fields/3 mice, *ErbB2;Pten^{fl/fl}* n=49 fields/5 mice, *ErbB2;Fsp-cre;Pten^{fl/fl}* n=33 fields/3 mice).
- d) Quantification (mean $\pm$ s.e.m.) of mammary epithelial (left) and stroma (right) in wild-type and *Fsp-cre* mice irradiated (6 Gy whole-body) and evaluated 6 hours post-radiation. *P* values determined by unpaired, two-tailed Student's *t* test (wild-type n=30 fields/5 mice, *Fsp-cre* n=23 fields/4 mice).
- e) Representative Ki67 quantification and immunohistochemistry of mammary epithelium in *Pten^{fl/fl}* and *Fsp-cre;Pten^{fl/fl}* mice irradiated (6 Gy whole-body) and evaluated 6 hours post-radiation. *P* value determined by two-tailed Mann-Whitney (*Pten^{fl/fl}* n=18 fields/3 mice, *Fsp-cre;Pten^{fl/fl}* n=24 fields/4 mice). Scale bars = 20 μ m.
- f) Representative TUNEL quantification and immunohistochemistry of mammary epithelium in *Pten^{fl/fl}* and *Fsp-cre;Pten^{fl/fl}* mice irradiated (6 Gy whole-body) and evaluated 6 hours post-radiation. *P* value determined by unpaired, two-tailed Student's *t* test (*Pten^{fl/fl}* n=24 fields/3 mice, *Fsp-cre;Pten^{fl/fl}* n=27 fields/4 mice). Scale bars = 20 μ m.

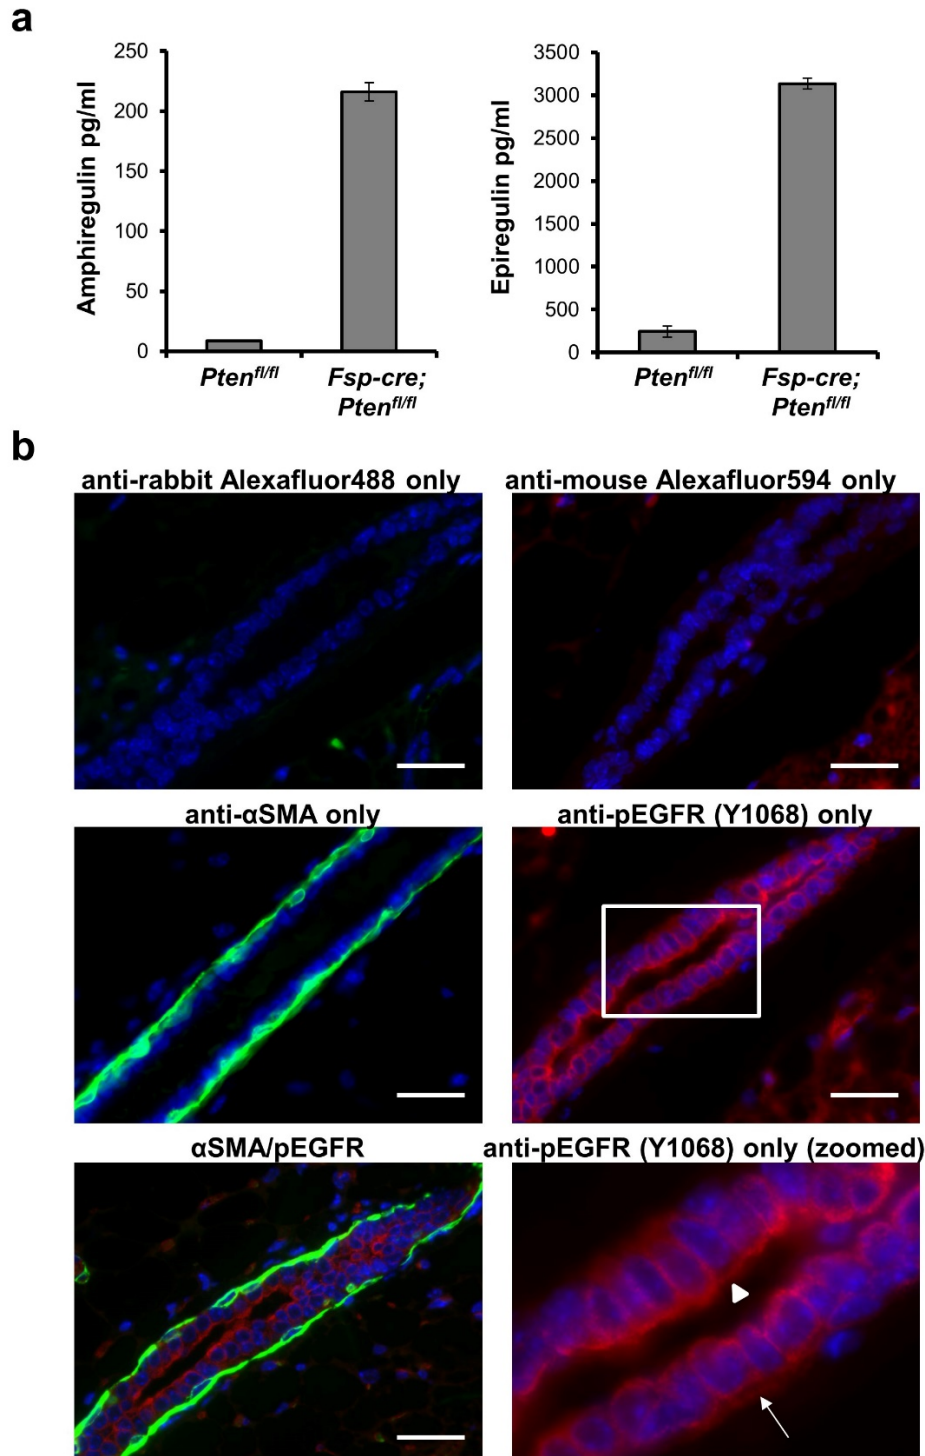

Supplementary Figure 4. PTEN-null MMFs secrete more amphiregulin and epiregulin protein versus wild-type control MMFs

- a)** Protein quantification by ELISA of amphiregulin (left) and epiregulin (right) levels in conditioned media isolated from immortalized control (*Pten^{fl/fl}*) and PTEN-null (*Fsp-cre;Pten^{fl/fl}*) MMFs. Bars represent mean expression of technical replicates $\pm$ s.e.m.
- b)** Representative phospho-EGFR (Y1068)/ α -smooth muscle actin (α SMA) immunofluorescence in *ErbB2;Pten^{fl/fl}* mammary epithelium. The arrow demarcates staining on the basolateral membrane. The arrowhead demarcates staining on the apical membrane. Scale bars = 25 μ m.

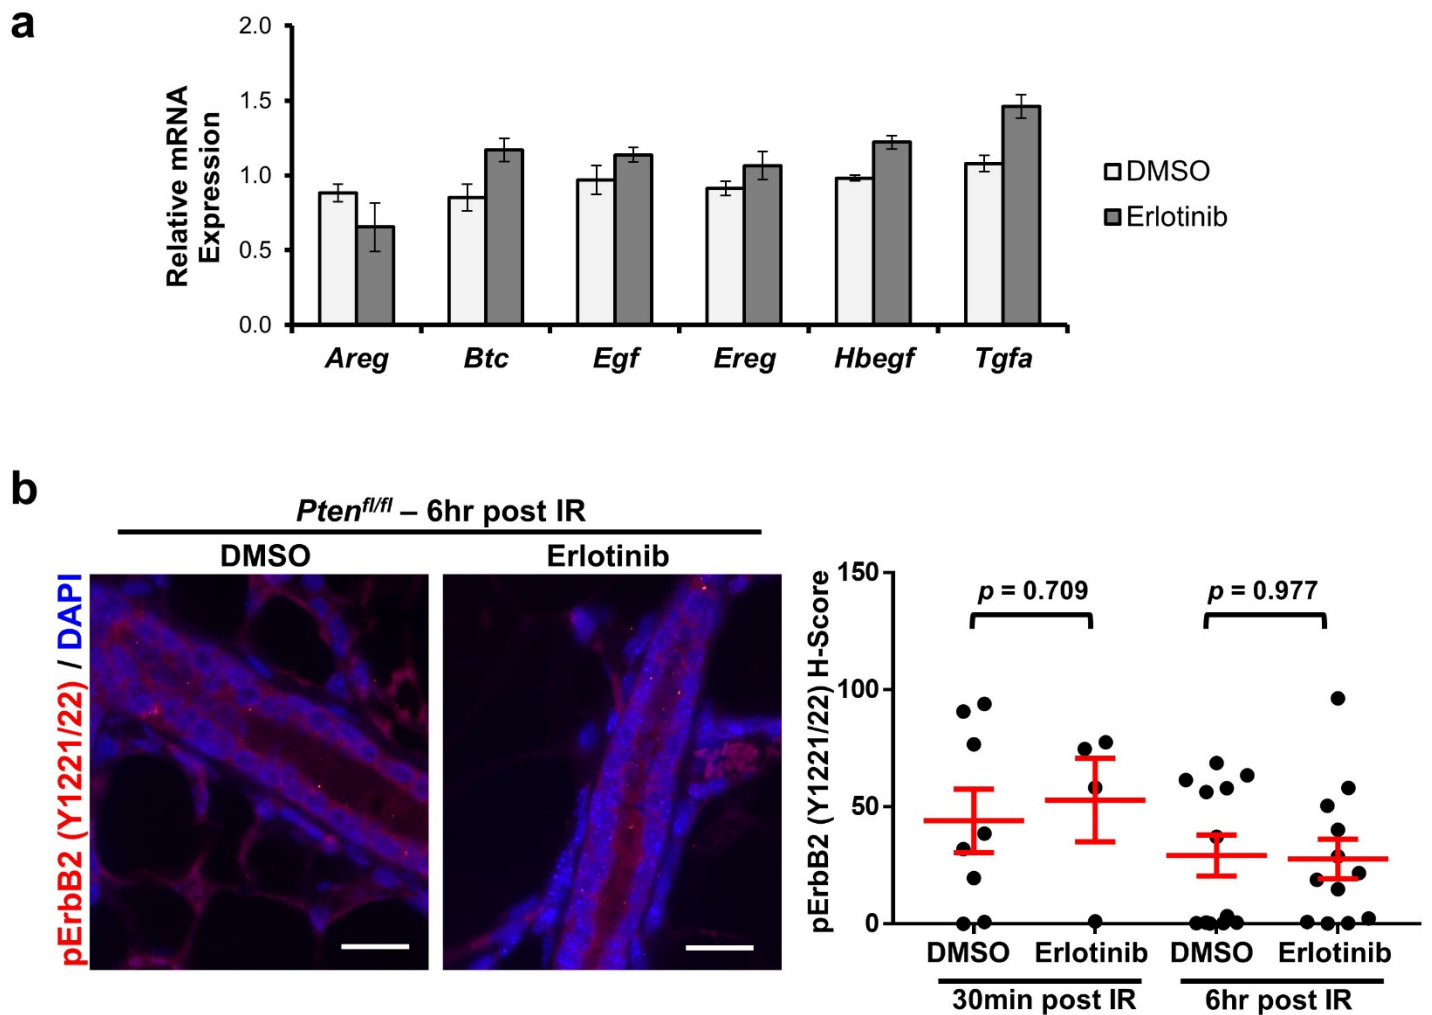

Supplementary Figure 5. Inhibition with the small molecule inhibitor erlotinib does not alter EGF ligand mRNA expression in PTEN-null MMFs *in vitro* and does not change ErbB2 epithelial activity *in vivo*

- a)** *Areg*, *Btc*, *Egf*, *Ereg*, *Hbegf* and *Tgfa* mRNA in immortalized PTEN-null (*Fsp-cre;Pten^{fl/fl}*) MMFs treated with and without 10μM erlotinib *in vitro*. Treatment was performed in DMEM containing 10% FBS and RNA isolated 24 hours post-treatment. Bars represent mean expression of technical replicates relative to *Gapdh* ± s.e.m.
- b)** Representative phospho-ErbB2 (Y1221/22) immunofluorescence and quantification (mean ± s.e.m.) of mammary epithelium in *Pten^{fl/fl}* mice pre-treated with DMSO or erlotinib, irradiated (6 Gy whole-body) and evaluated 30 minutes or 6 hours post-radiation (images are 6 hour post IR). 30 minute time point *p* value determined by unpaired, two-tailed Student's *t* test (DMSO n=8 fields/2 mice, erlotinib n=4 fields/1 mouse). 6 hour time point *p* value determined by two-tailed Mann-Whitney (Vehicle n=12 fields/3 mice, erlotinib n=12 fields/3 mice). Scale bar = 20μm.

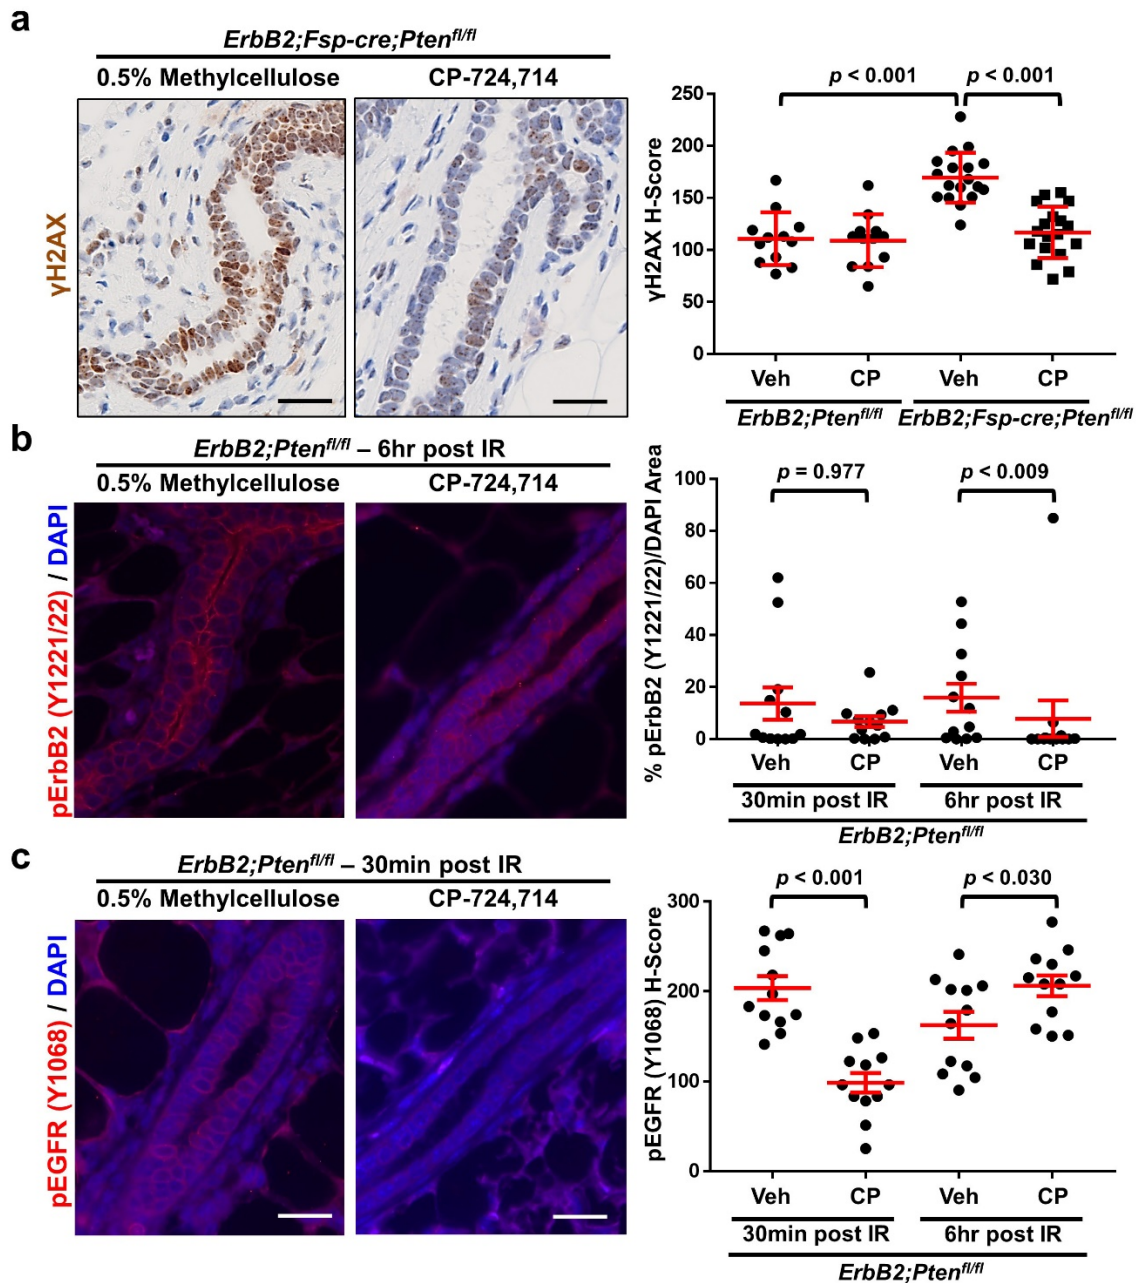

Supplementary Figure 6. Inhibition with the small molecule inhibitor CP-724,714 abrogates radiation-induced double strand DNA breaks in stromal PTEN-null associated epithelium

- a)** Representative γ -H2AX immunohistochemistry and quantification (mean $\pm$ s.e.m.) of mammary epithelium in *ErbB2;Pten^{fl/fl}* and *ErbB2;Fsp-cre;Pten^{fl/fl}* mice pre-treated with vehicle 0.5% Methylcellulose (Veh) or CP-724,714 (CP), irradiated (6 Gy whole-body) and evaluated 6 hours post-radiation. Both p values determined by unpaired, two-tailed Student's t test (*ErbB2;Pten^{fl/fl}*: veh n=12 fields/2 mice, CP n=12 fields/2 mice; *ErbB2;Fsp-cre;Pten^{fl/fl}*: veh n=18 fields/3 mice, CP n=18 fields/3 mice). Scale bar = 20 μ m.
- b)** Representative phospho-ErbB2 (Y1221/22) immunofluorescence and quantification (mean $\pm$ s.e.m.) of mammary epithelium in *ErbB2;Pten^{fl/fl}* mice pre-treated with 0.5% Methylcellulose (Veh) or CP-724,714 (CP), irradiated (6 Gy whole-body) and evaluated 30 minutes or 6 hours post-radiation (images are 6 hour post IR). Both p values determined by two-tailed Mann-Whitney (30 min: veh n=12 fields/2 mice, CP n=12 fields/2 mice; 6 hour: veh n=12 fields/2 mice, CP n=12 fields/2 mice). Scale bar = 20 μ m.
- c)** Representative phospho-EGFR (Y1068) immunofluorescence and quantification (mean $\pm$ s.e.m.) of mammary epithelium in *ErbB2;Pten^{fl/fl}* mice pre-treated with 0.5% Methylcellulose (Veh) or CP-724,714 (CP), irradiated (6 Gy whole-body) and evaluated 30 minutes or 6 hours post-radiation (images are 30 minutes post IR). Both p values determined by unpaired, two-tailed Student's t test (30 min: veh n=12 fields/2 mice, CP n=12 fields/2 mice; 6 hour: veh n=12 fields/2 mice, CP n=12 fields/2 mice). Scale bar = 20 μ m.

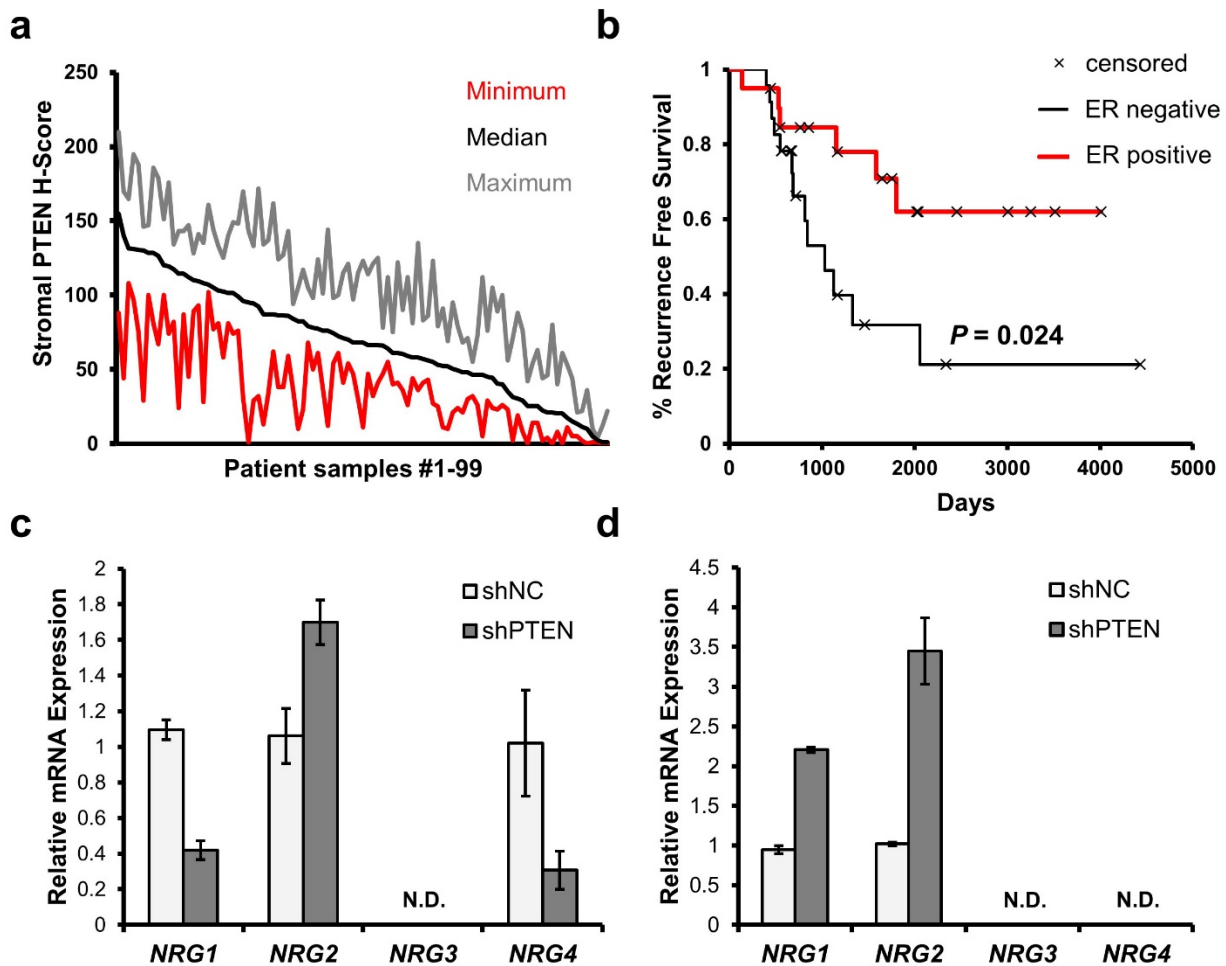

Supplementary Figure 7. Estrogen Receptor (ER) status predicts outcome within the OSUCCC HER2-positive patient cohort

- a)** Quantification (4-10 fields per sample) in normal breast tissue isolated from women who underwent reduction mammoplasty (x-axis shows all samples, n=99). Maximum H-score field per sample indicated by the gray line, median H-score per sample indicated by the gray line and minimum H-score field indicated by the red line.
- b)** Kaplan-Meier analysis exhibiting recurrence probability within the HER2-positive patient population stratified by ER status (ER-positive, n=20; ER-negative, n=23). P value determined by Log-rank (Cox-Mantel).
- c)** Neuregulin ligand mRNA expression in cancer associated fibroblasts isolated from a breast cancer patient with and without PTEN lentiviral knockdown (same sample as Figure 5e). Bars represent mean expression of technical replicates relative to *Gapdh* $\pm$ s.e.m. *NRG3* is not detectable (N.D.).
- d)** Neuregulin ligand mRNA expression in normal human breast fibroblasts (>10cm from tumor) with and without PTEN lentiviral knockdown (same sample as Figure 5f). Bars represent mean expression of technical replicates relative to *Gapdh* $\pm$ s.e.m. *NRG3* and *NRG4* are not detectable (N.D.).

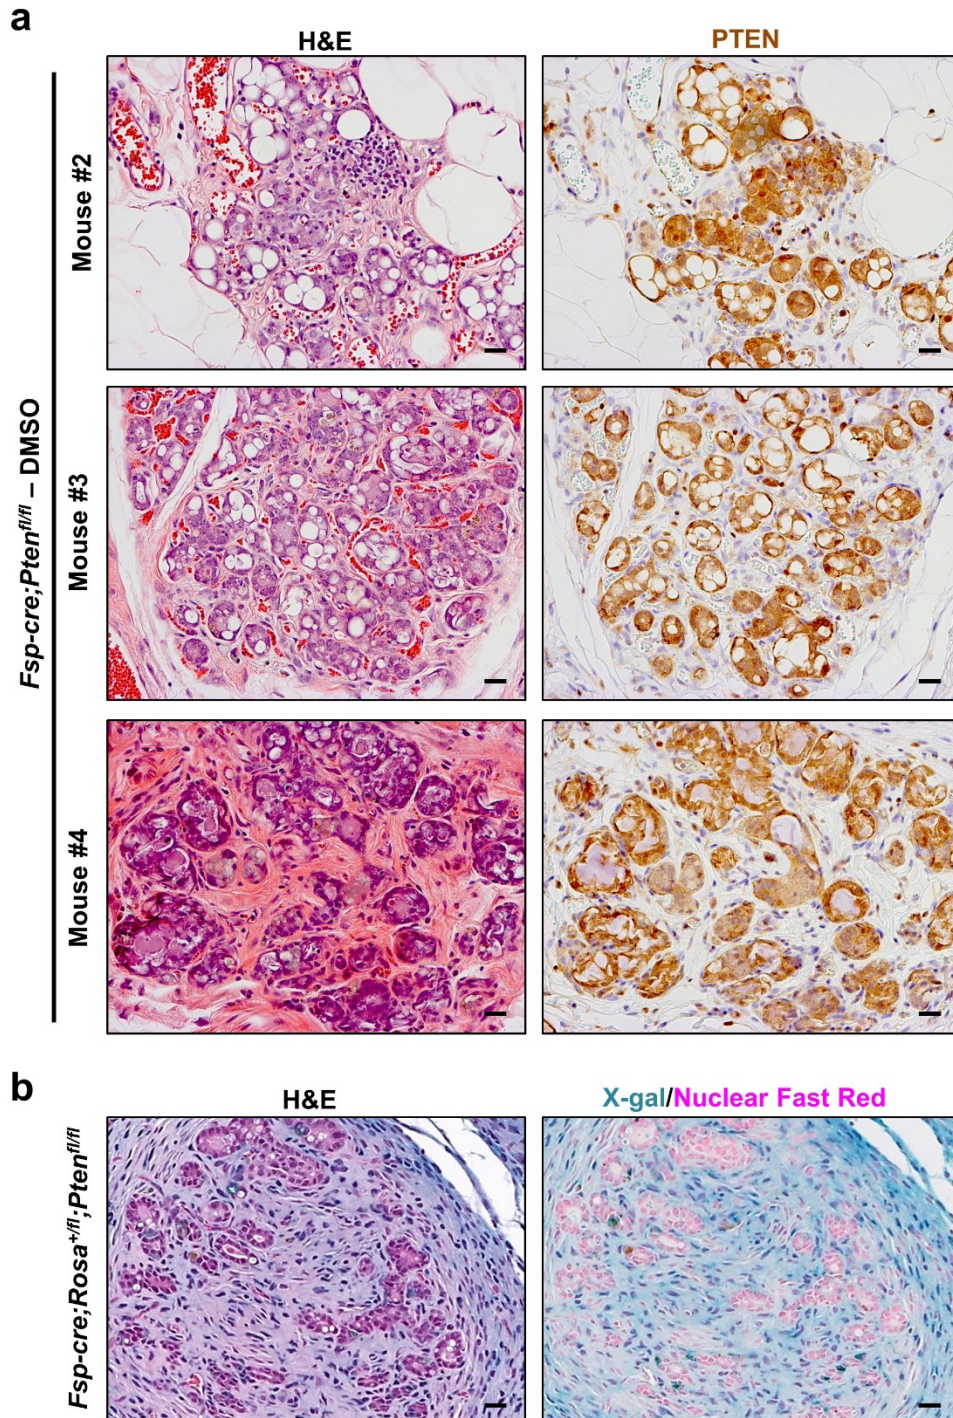

Supplementary Figure 8. *Fsp-cre* activity is specific to the mammary stroma with hyperplastic lesions maintaining PTEN positivity

- a)** PTEN immunohistochemistry and associated H&E in *Fsp-cre;Pten^{fl/fl}* mammary tissue in three additional mice pre-treated with DMSO, irradiated (6 Gy whole-body), transplanted and evaluated 10 months post radiation. All three tissues display moderate lobuloalveolar hyperplasia. Scale bar = 20µm.
- b)** Representative H&E and X-gal/nuclear fast red staining of *Fsp-cre;Rosa^{+fl};Pten^{fl/fl}* mammary tissue in a mouse pre-treated with erlotinib, irradiated (6 Gy whole-body), transplanted and evaluated ~10 months post radiation. Scale bar = 20µm.

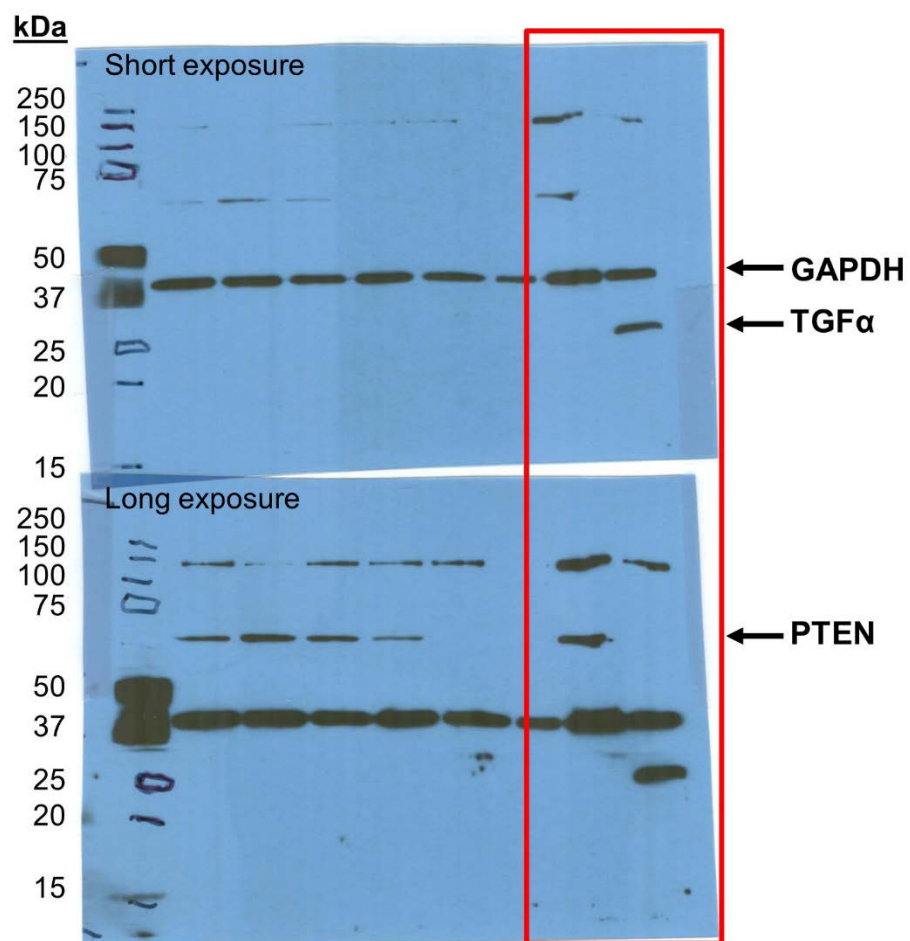

Supplementary Figure 9. Uncropped images from western blot in Figure 3b.

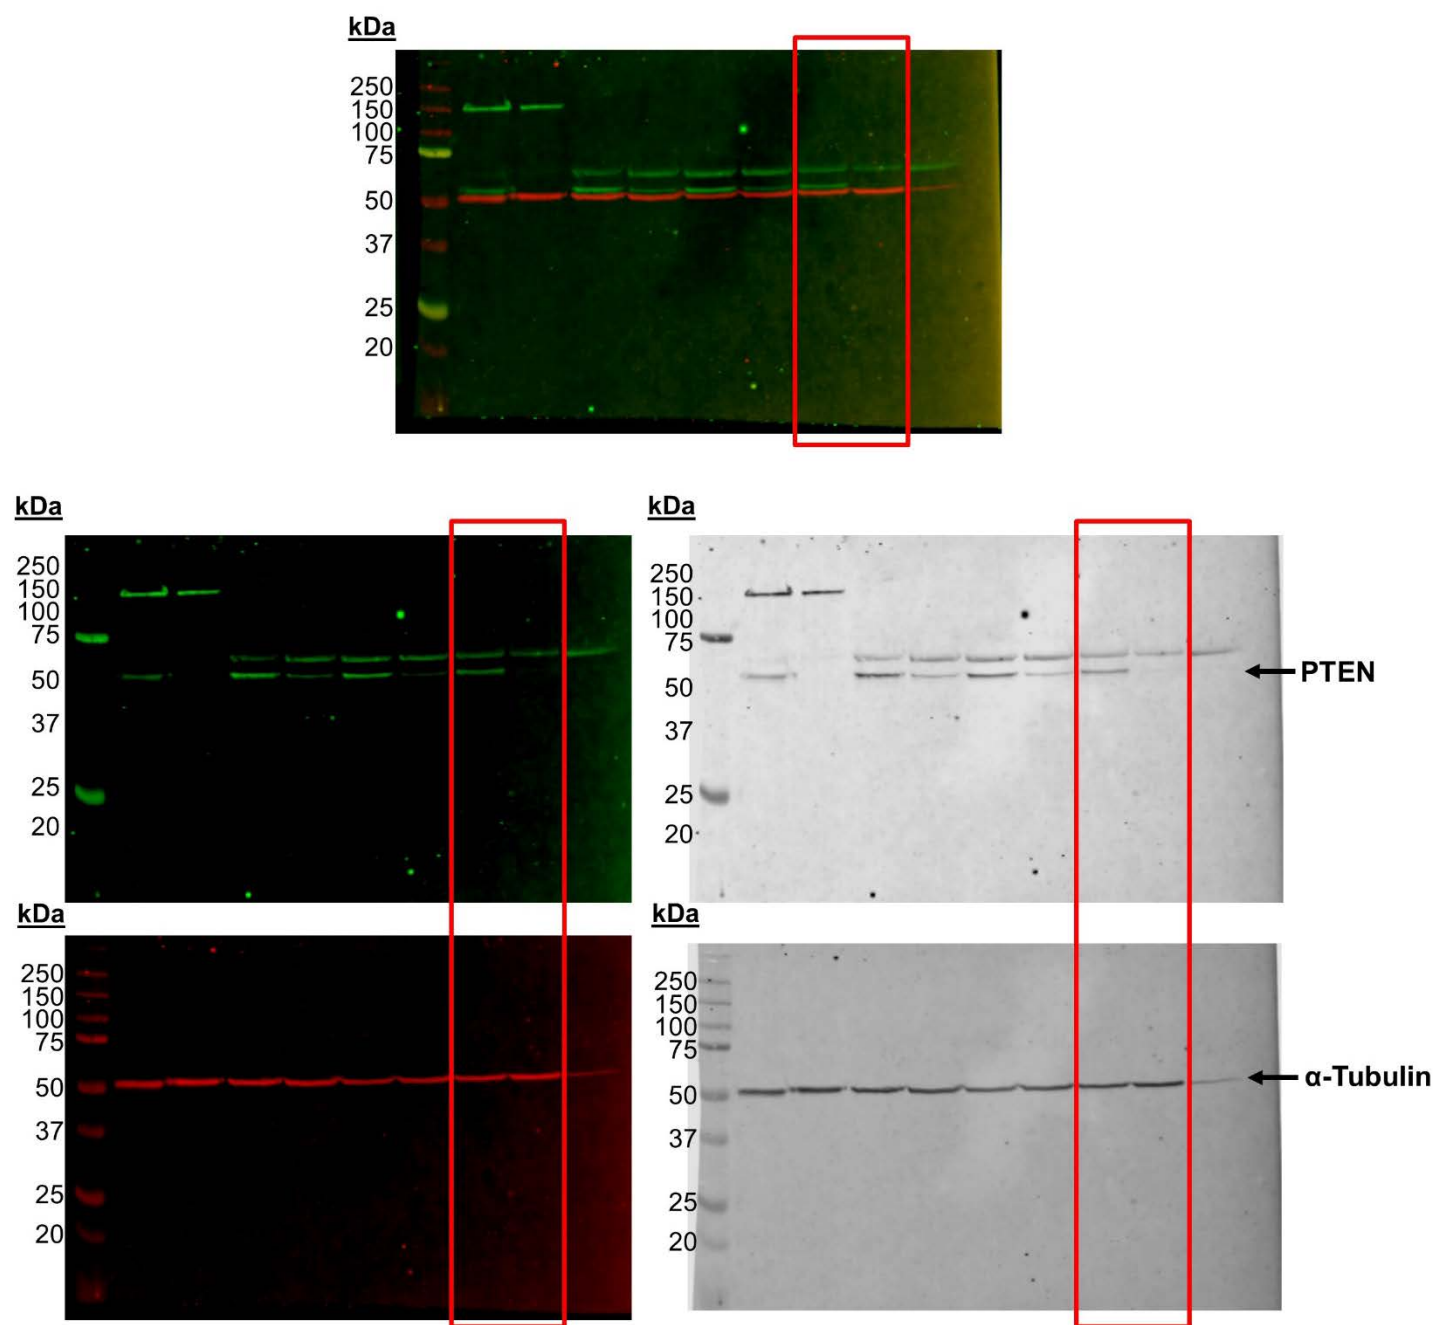

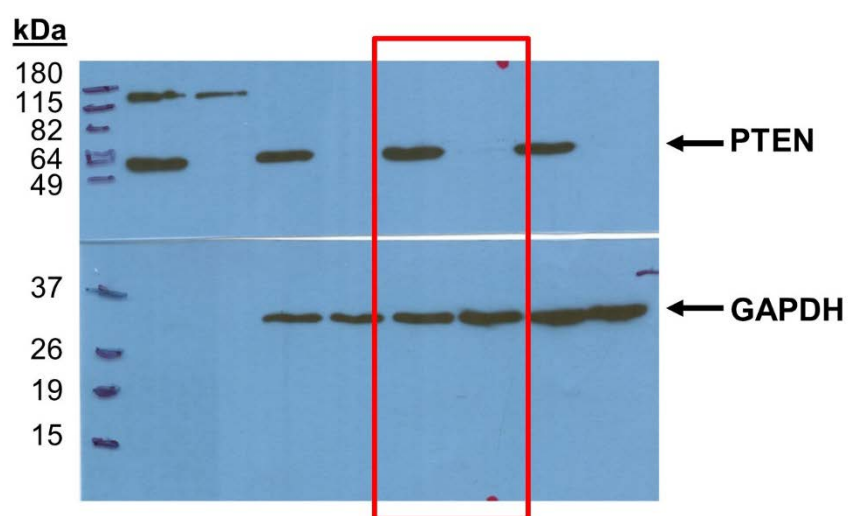

Supplementary Figure 11. Uncropped image from western blot in Figure 5f.

NAME	SIZE	ES	NES	NOM<br>p-val	FDR<br>q-val	FWER<br>p-val	RANK<br>AT MAX	LEADING EDGE
**MITOTIC_CELL_CYCLE**	**136**	**-0.64572**	**-2.95393**	**0**	**0**	**0**	**2112**	**tags=51%, list=16%,<br>signal=60%**
CELL_CYCLE_PROCESS	171	-0.61372	-2.87485	0	0	0	2234	tags=49%, list=17%,<br>signal=58%
MITOSIS	74	-0.6925	-2.86416	0	0	0	1870	tags=54%, list=14%,<br>signal=63%
M_PHASE_OF_MITOTIC_CELL_CYCLE	76	-0.69365	-2.85649	0	0	0	1870	tags=54%, list=14%,<br>signal=63%
M_PHASE	100	-0.63886	-2.79309	0	0	0	2112	tags=51%, list=16%,<br>signal=60%
CELL_CYCLE_PHASE	152	-0.60176	-2.77323	0	0	0	2112	tags=46%, list=16%,<br>signal=54%
CHROMOSOMAL_PART	86	-0.6402	-2.73929	0	0	0	2264	tags=51%, list=17%,<br>signal=61%
CHROMOSOME	109	-0.61612	-2.72727	0	0	0	2264	tags=49%, list=17%,<br>signal=58%
CELL_CYCLE_GO_0007049	275	-0.54269	-2.71105	0	0	0	2234	tags=40%, list=17%,<br>signal=48%
MICROTUBULE_CYTOSKELETON	131	-0.57753	-2.63179	0	0	0	2355	tags=49%, list=18%,<br>signal=59%
**CELL_CYCLE_CHECKPOINT_GO_0000075**	**44**	**-0.71286**	**-2.60189**	**0**	**0**	**0**	**2685**	**tags=66%, list=20%,<br>signal=83%**
REGULATION_OF_CELL_CYCLE	158	-0.54949	-2.54367	0	0	0	2825	tags=47%, list=21%,<br>signal=59%
REGULATION_OF_MITOSIS	39	-0.71721	-2.5341	0	0	0	2112	tags=59%, list=16%,<br>signal=70%
GOLGI_APPARATUS_PART	82	-0.59255	-2.49568	0	0	0	2609	tags=49%, list=20%,<br>signal=60%
**SPINDLE**	**36**	**-0.68822**	**-2.47256**	**0**	**0**	**0**	**2280**	**tags=64%, list=17%,<br>signal=77%**
**CHROMOSOMEPERICENTRIC_REGION**	**26**	**-0.75183**	**-2.43462**	**0**	**0**	**0**	**2004**	**tags=65%, list=15%,<br>signal=77%**
**KINETOCHORE**	**22**	**-0.77446**	**-2.42137**	**0**	**0**	**0**	**791**	**tags=50%, list=6%,<br>signal=53%**
GOLGI_VESICLE_TRANSPORT	45	-0.64324	-2.38827	0	0	0	3580	tags=73%, list=27%,<br>signal=100%
CHROMOSOME_SEGREGATION	26	-0.72315	-2.37478	0	0	0	2264	tags=65%, list=17%,<br>signal=79%
**DNA_REPAIR**	**115**	**-0.52128**	**-2.34313**	**0**	**0**	**0**	**4183**	**tags=60%, list=32%,<br>signal=87%**
INTRACELLULAR_TRANSPORT	248	-0.47417	-2.34244	0	0	0	3949	tags=58%, list=30%,<br>signal=81%
GOLGI_APPARATUS	189	-0.49236	-2.33625	0	0	0	2687	tags=41%, list=20%,<br>signal=51%
NUCLEAR_PORE	26	-0.69794	-2.31698	0	0	0	2695	tags=69%, list=21%,<br>signal=87%

Supplementary Table 1. C2 curated datasets de-enriched in the *ErbB2;Fsp-cre;Pten^{fl/fl}* mature luminal epithelium versus *ErbB2;Pten^{fl/fl}* epithelium

Criteria	Total population		PTEN high		PTEN low	
	Number	%	Number	%	Number	%
**Age at diagnosis**						
<50	5	12	2	5	3	7
>50	38	88	20	47	18	42
**Grade**						
I	3	7	2	5	1	2
II	8	19	3	7	5	12
III	30	70	16	37	14	33
Not determined	2	5	1	2	1	2
**AJCC Stage**						
1, 1A	13	30	3	7	10	23
2A, 2B	16	37	8	19	8	19
3A, 3B, 3C	14	33	11	26	3	7
**Estrogen Receptor**						
Positive	20	47	7	16	13	30
Negative	23	53	15	35	8	19
**Progesterone Receptor**						
Positive	18	42	8	19	10	23
Negative	25	58	14	33	11	26
**1st Course RT**						
Breast	25	58	11	26	14	33
Breast/Lymph Nodes	3	7	2	5	1	2
Chest Wall	6	14	5	12	1	2
Chest Wall/Lymph Nodes	5	12	3	7	2	5
Lymph nodes, NOS	2	5	1	2	1	2
Unknown	2	5	0	0	2	5
**PTEN**						
High	22	51				
Low	21	49				

Supplementary Table 2. Clinicopathological characteristics of HER2-positive patient population treated with radiation (N=43)

Genotype	Radiation	Drug	Lobule type	Lobule 2-3 distribution	Lobulaveolar hyperplasia	Other alveolar/ductal lesions	Score
<i>Pten^{fl/fl}</i>	No	none	1				0
<i>Pten^{fl/fl}</i>	No	none	1				0
<i>Pten^{fl/fl}</i>	No	none	1				0
<i>Pten^{fl/fl}</i>	No	none	1				0
<i>Pten^{fl/fl}</i>	Yes	DMSO	1				0
<i>Pten^{fl/fl}</i>	Yes	DMSO	1				0
<i>Pten^{fl/fl}</i>	Yes	DMSO	1				0
<i>Pten^{fl/fl}</i>	Yes	DMSO	1				0
<i>Pten^{fl/fl}</i>	Yes	DMSO	1				0
<i>Pten^{fl/fl}</i>	Yes	DMSO	0				0
<i>Pten^{fl/fl}</i>	Yes	DMSO	2	Focal	Minimal		1
<i>Pten^{fl/fl}</i>	Yes	DMSO	1				0
<i>Pten^{fl/fl}</i>	Yes	DMSO	1				0
<i>Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Fsp-cre;Pten^{fl/fl}</i>	No	none	1				0
<i>Fsp-cre;Pten^{fl/fl}</i>	No	none	1				0
<i>Fsp-cre;Pten^{fl/fl}</i>	No	none	2	Multifocal	Mild		2
<i>Fsp-cre;Pten^{fl/fl}</i>	No	none	1				0
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	DMSO	2	Multifocal	Mild		2
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	DMSO	3	Multifocal to coalescing	Moderate		3
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	DMSO	3	Multifocal to coalescing	Moderate		3
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	DMSO	2	Multifocal	Mild	Focal hyperplasia with atypia	4
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	DMSO	3	Multifocal to coalescing	Moderate		3
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	DMSO	3	Multifocal to coalescing	Moderate		3
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	DMSO	3	Multifocal to coalescing	Moderate		3
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	DMSO	1				0
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	DMSO	2	Multifocal	Mild		2
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	Erlotinib	2	Focal	Minimal		1
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	Erlotinib	2	Multifocal	Mild		2
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	Erlotinib	2	Focal	Minimal		1
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	Erlotinib	2	Focal	Minimal		1
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	Erlotinib	1				0
<i>Fsp-cre;Pten^{fl/fl}</i>	Yes	Erlotinib	1				0

Supplementary Table 3. Phological overview of transplantation cohort

Gene	Sense	Sequence	Product size
<i>MMTV-Neu</i>	Forward	GGAACCTTACTTCTGTGGTGTGAC	500bp
<i>MMTV-Neu</i>	Reverse	TAGCAGACACTCTATGCCTGTGTG	
<i>Pten</i> ^{WT}	Common forward	GGGTTACACTAACTAAACGAGTCC	220bp
<i>Pten</i> ^{loxP}	loxP reverse	GAATGCCATTACCTAGTAAAGCAAGG	300bp
<i>Pten</i> ^{-/-}	Deleted reverse	GAATGATAATAGTACCTACTTCAG	280bp

Supplementary Table 4. Genotyping primer sequences

Gene	Forward	Reverse	UPL Probe
<i>Cre</i>	gttttgccgggtcagaaaa	tcaatcgatgagttgcttcaa	#20
<i>Pten</i>	aggcacaagaggccctagat	ctgactgggaattgtgactcc	#60
<i>Rpl4</i>	gatgagctgtatggcacttg	cttgtcatgggcaggta	#38

Supplementary Table 5. Roche Universal Probe Library (UPL) qRT-PCR primer sequences and probe numbers.

Gene	Mouse ID	Human ID
<i>AREG</i>	Mm00437583_m1	Hs00950669_m1
<i>BTC</i>	Mm00432137_m1	Hs01101204_m1
<i>EGF</i>	Mm00438696_m1	Hs01099999_m1
<i>EREG</i>	Mm00514794_m1	Hs00914313_m1
<i>HBEGF</i>	Mm00439306_m1	Hs00181813_m1
<i>NRG1</i>	Mm01212130_m1	Hs00247620_m1
<i>NRG2</i>	Mm01158087_m1	Hs00171706_m1
<i>NRG3</i>	Mm01209104_m1	Hs01377907_m1
<i>NRG4</i>	Mm00446254_m1	Hs00945535_m1
<i>Pten</i>	Mm00477208_m1	
<i>TGFA</i>	Mm00446232_m1	Hs00608187_m1
<i>GAPDH</i>	Mm99999915_g1	Hs99999905_m1

Supplementary Table 6. Applied Biosystems TaqMan® Gene Expression Assay IDs.

How the deposited data were processed for this re-analysis (not part of the article)

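Gene expression was measured with 1 Affymetrix array per sample in FACS-sorted mature luminal epithelium from control (*ErbB2;Pten* fl/fl) and stromal PTEN-deleted (*ErbB2;Fsp-cre;Pten* fl/fl) mice, with 3 arrays per group. No other samples were analysed here. The authors normalized the arrays with the SST-RMA algorithm in Expression Console (the submitters' processing notes name Affymetrix Expression Console and RMA, with no version) and deposited log2 values per transcript cluster. SST-RMA corrects each probe for background and for compressed signal, brings the arrays to a common distribution and summarizes the probes of each transcript cluster, so the values are relative between arrays and carry no absolute amount of RNA. The deposited table had 72688 rows, of which 65956 were transcript clusters and the others control probe sets. The values ran from 2.03 to 19.93.

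Gene symbols came from an annotation of the array that can be older than current names, and 8 symbols of the gene lists were updated through the RefSeq genes of GRCm38.p6. Transcript clusters with several symbols or none were left out. For 354 of 30176 genes there was more than 1 transcript cluster, and the one with the highest mean over the 6 arrays was used. Genes whose mean lay above the median of all transcript clusters were tested, which left 17600 genes. Of these, 291 had values identical to those of another gene, and the arrays cannot tell such genes apart. In single arrays, 53.2% to 69.7% of the tested genes lay above the highest antigenomic probe set, a measure of background.

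The groups were compared with limma 3.58.1 in R 4.3.3, with lmFit and eBayes and Benjamini-Hochberg adjustment at a threshold of 0.05. Gene lists for DNA repair, the cell cycle, cellular processes and mammary and other cell types (41 lists, 1230 genes, of which 994 were tested) were written from general knowledge. They are not the MSigDB sets. Each list with at least 5 measured genes was tested with a running sum as in GSEA. Genes were ranked by signal-to-noise, the difference of the group means over the sum of the group SDs, with each SD at least 0.2 of its mean. The running sum had a weight of 1 and was compared with 10000 random lists of the same size, and p-values were adjusted over the 40 lists tested. Beside it, camera and fry of limma were run. Random lists treat genes as independent, while camera with an estimated correlation and fry take account of genes that vary together between arrays. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for the other steps.

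Named genes followed a rule set with the design: genes the paper names for mouse mammary cells, the 10 genes with the largest rise and the 10 with the largest fall among those past the threshold whose groups do not overlap (where none passed, those with the smallest p, said not to pass), the 4 members of each list with the smallest p, and the 3 members of each cell type list with the highest mean. Levels of different probes do not rank genes by abundance. The paper also names *Areg* and *Gapdh*, which like *Pten* and *Rad51* have no transcript cluster with their symbol alone, and *Egf* and *Nrg3*, whose means lay below the filter.

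The limma step was tested on simulated data with the real genes, means and spreads for this comparison. Over 17600 genes, with 200 changed, it recovered 4.1% of genes changed by 1 on the log2 scale and 69.6% of genes changed by 2, with 0 and 7.4 false calls per run. The running-sum step recovered a shift of -0.6 of the mitotic cell cycle list in 5 of 5 runs, and 0 of 35 tests of unchanged lists passed. The simulated genes varied independently, and fewer random lists were drawn than in the main test. In the real arrays the mitotic list had an estimated correlation of 0.57, so these runs cannot show how often correlated lists pass. In the other splits of the real arrays into 3 and 3, 12 to 32 lists passed.

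The alternatives were the filter (none, or the 75th percentile), the mean of a gene's transcript clusters, quantile normalization, centring of each array, a mean-variance trend, robust eBayes, array weights, the replicate number as a block, leaving out each array, the methods' t-test, ranking by moderated t or by log2 fold change, an unweighted running sum, camera with a preset correlation of 0.01 or an estimated correlation, and fry. A background of protein-coding genes only, and an exact sign-flip test of list means within experiment numbers, were added after the values were seen. The 10 splits of the 6 arrays into 3 and 3 were also run. The methods' t-test here is the one they name for pairwise comparisons, run with equal variances. For the arrays they name no test per gene.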

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

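The tests of the other repair genes against gene length and mean expression, and the look at other cell types in the array highest in the mitotic list, were chosen only after the results were seen. In genes the paper does not discuss, 9 lists passed the running-sum test, and none of them passed with an estimated correlation, where the adjusted p-values ran from 0.697 to 0.852. DNA replication genes had a normalized enrichment score of -2.68 (adjusted p = 4.8e-04) and G1/S regulators -1.70 (adjusted p = 0.0152). Mature luminal markers had -2.12 (adjusted p = 4.8e-04), and luminal progenitor and alveolar markers 1.82 (adjusted p = 0.0075). Immediate early and dissociation genes had 2.01 (adjusted p = 0.00187), ribosomal protein genes 2.13 (adjusted p = 5.0e-04), glycolysis and hypoxia genes -1.68 (adjusted p = 0.0152), lymphocyte markers -1.58 (adjusted p = 0.0305) and endothelial markers -1.58 (adjusted p = 0.0446). Several rest on single arrays. The luminal progenitor score was 1.18 without control replicate 1 and 1.16 without stromal PTEN-deleted replicate 1, where the median turned from 0.38 to -0.21 and -0.13. The immediate early score was 1.51 without control replicate 2 and 1.39 without stromal PTEN-deleted replicate 1. The glycolysis score was -1.53 without control replicate 2 and -1.30 without stromal PTEN-deleted replicate 3, where the G1/S score was -1.35 and -1.46. The endothelial score was 1.05 without control replicate 3, -0.92 without stromal PTEN-deleted replicate 2 and -1.39 without stromal PTEN-deleted replicate 3, and the lymphocyte score, over 5 genes, was between -0.93 and -1.13 without control replicate 1 or 3 or stromal PTEN-deleted replicate 1 or 2.

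The mitotic cell cycle list had a median log2 fold change of -0.59. Without stromal PTEN-deleted replicate 3, the array that stood apart, it was -0.55, and random lists matched on mean expression had medians above -0.11 in all but 2.5% of draws, which argues against that array or a shift of dim against bright genes as the whole cause of the shift in the median (the list itself passed by running sum and with the preset correlation, but not with an estimated correlation, adjusted p = 0.697, or with fry, adjusted p = 0.479). These random lists treat genes as independent, while the list had an estimated correlation of 0.57, so such a shift together with genes that vary jointly is not excluded. Of 3 marker lists of other cell types past the threshold, 2 had the 3 members with the highest values below 0, the endothelial (*Ly6c1* -1.24) and the lymphocyte list, which is the outcome set beforehand for cells of another type, but it decides little, because levels of different probes do not measure abundance and most of the lymphocyte values lay at background. Compared after the values were seen, these lists did not follow the mitotic list across the control arrays: replicate 2, with the highest mitotic mean (7.93), averaged 5.21 and 4.58 in them, replicate 3, with the lowest (6.57), averaged 6.07 and 5.52, and without replicate 3 the endothelial median turned to 0.19 while the mitotic median was -0.82. Such cells, which the Lin- gate would remove, therefore cannot be told apart from a change within the epithelium, since that test decides little and 6 arrays are few. A difference in the share of cycling cells between the genotypes stays open as a biological explanation: the paper reports no change in Ki67 staining, but after irradiation and in mice without the *ErbB2* transgene, and control replicate 3 lay among the stromal PTEN-deleted arrays in its mitotic mean.

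The DNA repair list had a median log2 fold change of -0.23, while random lists matched on gene length and on mean expression had medians above -0.17 and -0.12 in all but 2.5% of draws, which argues against either trend as the whole cause. These random lists treat genes as independent, while the list had an estimated correlation of 0.37. A trend together with genes that vary jointly is therefore not excluded. For fewer cycling cells in the sorted population, the repair genes with cell-cycle-regulated expression had a median of -0.38 and the other repair genes -0.15, against -0.14 and -0.11 without control replicate 2, -0.64 and -0.23 without control replicate 3, and -0.38 and -0.08 without stromal PTEN-deleted replicate 3. The contrast thus rests largely on control replicate 2, and the list of the other repair genes passed the running-sum test (score -1.91, adjusted p = 4.8e-04) but not with an estimated correlation (adjusted p = 0.697), so this stays open. The median of -0.15 of these other repair genes lay within the middle 95% of random lists matched on gene length (-0.19 to -0.04) and of those matched on mean expression (-0.18 to -0.03), so for them either trend is a candidate explanation. An effect of the stromal genotype on repair genes outside the cell cycle stays open and was not tested apart from these.

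The 10 splits of the 6 arrays into 3 and 3 are too few for a share under 0.05. No gene passed the threshold in any of the 10 splits, so that count cannot tell them apart, and at an unadjusted p under 0.05 the real split had 1838 genes and the highest other 1850. In the real split 27 lists passed the running-sum test, and up to 32 did in another split. The number of splits with a score as far from 0, the real one included, and the highest of the other splits in absolute value were 2 and 3.39 for the mitotic cell cycle list (real -3.37) and 3 and 2.60 for the DNA repair list (real -2.56). They were 2 and 1.58 for base excision repair (-1.58), 1 and 1.77 for homologous recombination (-1.78), 3 and 2.10 for mismatch repair (-1.89) and 2 and 1.52 for non-homologous end joining (-1.49). They were 3 and 2.79 for checkpoint (-2.62), 2 and 2.83 for kinetochore (-2.78), 1 and 3.03 for spindle (-3.03) and 2 and 2.72 for pericentric region genes (-2.70).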

How the results depend on the processing

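The alternative with protein-coding genes only and the test within experiment numbers were chosen after seeing the data. The DNA repair, mitotic cell cycle, checkpoint, kinetochore, spindle and pericentric lists were lower and past the threshold under every running-sum alternative. They also passed with camera at the preset correlation and with array weights. As each array was left out, their scores were -2.69 to -1.88, -3.48 to -2.76, -2.75 to -2.20, -2.92 to -2.36, -3.13 to -2.33 and -2.85 to -2.15. In the other 9 splits of the arrays they passed the running-sum test 6, 9, 8, 9, 9 and 9 times. Passing it therefore does not by itself tie these lists to genotype. With an estimated correlation none of the lists passed, with adjusted p = 0.697 (homologous recombination 0.766), nor with fry, with adjusted p = 0.479 (homologous recombination 0.631, mismatch repair 0.519); both let genes that vary together count for less. The base excision repair score lost its call with the stricter filter (-1.31), centred arrays (-1.27), ranking by moderated t (-1.43) or log2 fold change (-1.43), protein-coding genes only (-1.27) and camera at the preset correlation (adjusted p = 0.0692), and was -1.77 to -1.25 as each array was left out. Homologous recombination lost it with the stricter filter (-1.13), quantile normalization (-1.47), moderated t (-1.48), log2 fold change (-1.50), weight 0 (-1.64) and camera (adjusted p = 0.101), with -2.07 to -0.93 over left-out arrays, and mismatch repair with the stricter filter (-1.38) and moderated t (-1.58), with -2.10 to -1.23. The stricter filter leaves fewer genes of these lists (15, 11 and 12); for the others the cause was not tested. Non-homologous end joining passed with no filter (-1.94), quantile normalization (-1.60), weight 0 (-1.94), camera at the preset correlation (adjusted p = 0.0123), array weights (adjusted p = 0.00601) and without control replicate 3, with -1.64 to -1.06 over left-out arrays; the cause was not tested. Of the other lists, 3 were higher and 15 lower; the higher ones numbered 1 with no filter, 5 with array weights, 5 with protein-coding genes only, 0 with an estimated correlation, 0 with fry and 1 to 5 as each array was left out, and the lower ones 0 with an estimated correlation and 0 with fry. With the stricter filter the endothelial and lymphocyte lists had too few genes to test. The mitotic minus DNA replication difference was 0.00182 with the stricter filter (permutation of list membership, p = 0.983) and below 0 otherwise, and it passed in no setting.

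No gene passed in any fit except with array weights, which give stromal PTEN-deleted replicate 3 a weight of 0.21, where 6 were higher and 11 lower. The t-test that the methods name for pairwise comparisons, though not for the arrays, gave 755 higher and 859 lower genes at p under 0.05 and 0 after adjustment. Of the 193 genes that the naming rule covers, 23 turned direction in at least 1 setting, 18 of them as an array was left out. Apart from *Mfge8* and *Csn1s1*, the text draws its genes from 90 of the 193, picked after the values were seen, and only 2 of the 23 are among them, *Nrg1* (-0.16 with quantile normalization, -0.01 without control replicate 1 and -0.03 without stromal PTEN-deleted replicate 1) and *Nrg2* (-0.00 with quantile normalization), so the named genes look steadier than the rule's genes as a whole. *Mfge8* and *Csn1s1*, named outside these 90, are also among the 23. The median log2 fold change of all genes was -0.02 as deposited, -0.07 after quantile normalization and 0.08 with centred arrays. The sample titles give both groups experiment numbers 1 to 3, but neither they nor the methods say whether equal numbers were collected together, and the pairing stays open. Correlations of deviations from the group means for the same number were -0.03, 0.09 and 0.21, and 3 of 6 samples correlated best with their own number. With a replicate block, 0 genes were higher and 0 lower, 816 and 1427 had an unadjusted p under 0.05, and no call of a main list changed. Within experiment numbers, the per-array means of the mitotic list differed by -0.63, -1.34 and -0.07 and those of the repair list by -0.26, -0.43 and -0.12, lower in all 3 pairs (exact sign-flip permutation test, p = 0.25 for both, the smallest that 3 pairs allow). The spindle and homologous recombination lists were lower in 2 of 3 pairs (exact sign-flip permutation test, p = 0.5). What signal over background limits is the dim genes, since 53.2% to 69.7% of tested genes per array lay above the highest antigenomic probe set.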

Differences from the paper's values

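The gene lists used here are not the paper's sets, and the spread of a score was taken as its SD over the 6 runs that leave out an array. These runs share most of their arrays, so this SD understates the sampling spread. A score outside it is therefore not shown to differ from the paper's. For the mitotic cell cycle, the normalized enrichment score was -3.37 with 155 genes, and the paper's value in Supplementary Table 1 is -2.95393. Of the alternatives set before the data were examined, the score fell within the spread of the paper's value with quantile normalization (-3.18), without control replicate 2 (-2.76), and with ranking by moderated t (-3.00) or log2 fold change (-2.98), and under none of the others; with protein-coding genes only, chosen after seeing the values, it was -2.86, and that alternative drops 1 list the paper calls, base excision repair. For the spindle the score was -3.03 and the paper's value is -2.47256, and the alternatives within the spread were the stricter filter (-2.43), without control replicate 2 (-2.33), moderated t (-2.45) and log2 fold change (-2.67), and with protein-coding genes only, chosen after seeing the values, it was -2.75; no other was. For the pericentric region the score was -2.70 and the paper's value is -2.43462, and the alternatives within the spread were quantile normalization (-2.52), without stromal PTEN-deleted replicate 1 (-2.58), 2 (-2.54) or 3 (-2.68), moderated t (-2.42) and log2 fold change (-2.41), and protein-coding genes only, chosen after seeing the values (-2.38); no other was. For the kinetochore the score was -2.78 and the paper's value is -2.42137, and the alternatives within the spread were without control replicate 2 (-2.36), moderated t (-2.39) and log2 fold change (-2.46); with protein-coding genes only, chosen after seeing the values, it was -2.46, and no other alternative was within it. For the DNA repair, checkpoint, M-phase, Golgi and nuclear pore sets the scores of -2.56, -2.62, -2.65, -2.36 and -2.44 lay within this spread of the paper's.

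The paper reports de-enrichment of non-homologous end joining. That list had a score of -1.49 (adjusted p = 0.0887), with 9 of 10 genes below 0, and did not pass. Its enrichment score before normalization was -0.61, against about -0.57 in the paper's Supplementary Fig. 2d, read by eye. The 2 gene sets differ and the size of the paper's set is not known here, so this closeness does not show that the results match. Supplementary Table 1 has no row for this set. It passed with no filter (adjusted p = 0.0114), quantile normalization (adjusted p = 0.0324), weight 0 (adjusted p = 0.02), without control replicate 3 (adjusted p = 0.0288), with camera at the preset correlation (adjusted p = 0.0123) and with array weights (adjusted p = 0.00601). Base excision repair, homologous recombination and mismatch repair were lower in the running-sum test, as the paper reports. These calls were lost with an estimated correlation (adjusted p = 0.697, 0.766 and 0.697) and without control replicate 2 (adjusted p = 0.22, 0.599 and 0.248).

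The paper states that the cell cycle decrease is specific to M-phase. Here the DNA replication list had a median log2 fold change of -0.53 and the mitotic cell cycle list -0.59, and their difference of -0.06 did not differ from 0 (permutation of list membership, p = 0.507). M-phase genes were lower in the running-sum test, as the paper reports, and so was the G1/S list (median -0.31). Neither passed with an estimated correlation (adjusted p = 0.697 for both), and the G1/S call was also lost without control replicate 2 (adjusted p = 0.14) or stromal PTEN-deleted replicate 3 (adjusted p = 0.076).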

Other observations

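The tally by class of gene in this part was chosen after the values were seen. The cell cycle and repair lists were not alone. Genes of Golgi vesicle transport and the nuclear pore were lower as lists in stromal PTEN-deleted epithelium in the running-sum test, and neither list passed with an estimated correlation (adjusted p = 0.697 for both). Without stromal PTEN-deleted replicate 3, the array that stood apart, their medians were -0.13 and -0.30. Of 68 Golgi transport genes 61 had a log2 fold change below 0 (median -0.39, score -2.36, adjusted p = 4.8e-04 from running-sum enrichment), and of 29 nuclear pore genes 28 (median -0.52, score -2.44, the same adjusted p). *Copb1*, of the COPI coat, had -0.70 (standard error 0.14), *Nup98* -0.93 (standard error 0.21) and the exportin gene *Xpo1* -0.92 (standard error 0.22). Ribosomal protein genes were higher as a list, with 28 of 33 above 0 and a median of 0.31 (adjusted p = 0.697 with an estimated correlation). Only these 33 of the 76 listed genes were tested, so the rest of the family was not seen. *Rpl35* had 16.88 ± 0.22 (SD, n = 3) in control and 17.84 ± 0.19 (SD, n = 3) in stromal PTEN-deleted epithelium. This list did not pass without the filter on dim genes (adjusted p = 0.0728). Mature luminal markers were lower as a list, with 18 of 23 below 0 (adjusted p = 0.697 with an estimated correlation). *Tph1*, which encodes the enzyme that starts serotonin synthesis, had 13.13 ± 1.05 (SD, n = 3) and 9.56 ± 0.96 (SD, n = 3), and the estrogen receptor coregulator gene *Cited1* had a log2 fold change of -1.41 (standard error 0.36). Luminal progenitor and alveolar markers were higher as a list (adjusted p = 0.698 with an estimated correlation), with 14 of 24 above 0 and a median of 0.38, which turned to -0.21 without control replicate 1 and to -0.13 without stromal PTEN-deleted replicate 1. The milk protein gene *Lalba* had 11.62 ± 2.53 (SD, n = 3) in control and 15.57 ± 1.13 (SD, n = 3), *Hey1* a log2 fold change of 3.25 (standard error 0.98), and *Sox10* and *Lcn2* had 0.94 and 1.21. These are the members with the smallest p. Of the 3 members with the highest mean, *Trf* had 0.62 (standard error 0.34), *Mfge8* -0.19 (standard error 0.88) and the milk protein gene *Csn1s1* -1.09 (standard error 1.34). Immediate early and dissociation genes were higher as a list (adjusted p = 0.697 with an estimated correlation), with *Ier2* at 1.82 (standard error 0.55), *Ccn1* at 1.49 or more, because 1 array lay at the highest value of the file, and the heat shock gene *Dnajb1* at 1.17. No gene named here passed limma's adjusted test over all genes. Adjusted over the list alone, 2 ribosomal protein genes were higher and 1 mature luminal marker was lower.

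Among repair lists, nucleotide excision repair had a score of -1.92 (adjusted p = 0.00275) and the Fanconi anaemia pathway -2.11 (adjusted p = 4.8e-04), and neither passed with an estimated correlation (adjusted p = 0.697 for both). The Fanconi call was also lost without control replicate 2 (adjusted p = 0.0515), where the nucleotide excision repair median went from -0.25 to -0.12. The glycolysis gene *Pfkfb3* had 12.28 ± 0.51 (SD, n = 3) in control and 10.01 ± 0.36 (SD, n = 3) in stromal PTEN-deleted epithelium (adjusted p = 0.208 from limma). *Ets2*, which the paper's introduction names from earlier work on stroma, had a log2 fold change of -1.66 (standard error 0.43) in this epithelium. The paper reports higher EGF family ligands in fibroblasts lacking PTEN. In the epithelium measured here, *Btc* had a log2 fold change of -0.57, *Tgfa* -0.38, *Hbegf* 0.80, *Ereg* 0.22, *Nrg1* 0.04, *Nrg2* 0.15 and *Nrg4* 0.46 (*Ereg*, *Nrg1* and *Nrg2* lay below the highest antigenomic probe set on all 6 arrays, and *Tgfa* and *Nrg4* on 3 of them, so these are values at or near background), and the sheddase genes *Adam10* and *Adam17* had -1.61 and -0.48, none past the adjusted test. Adjusted over the list alone, 1 gene was lower in each of the glycolysis, ErbB, interferon and adipocyte lists. The remaining lists did not pass: scores were -1.19 for p53 targets, -1.28 for ErbB receptors and ligands, 1.24 for ERK feedback and output genes, -1.17 for interferon response, -1.27 for NF-kB and inflammatory genes, -0.66 for oxidative phosphorylation, -0.91 for the unfolded protein response and -1.05 for cholesterol synthesis. Among cell types they were 1.34 for basal and myoepithelial, -0.69 for fibroblast, 1.22 for macrophage and myeloid and 1.29 for adipocyte markers, and the erythroid list had 2 measured genes and was not tested. The fibroblast and interferon lists had medians of 0.07 and 0.04, opposite in sign to their scores and to their means of -0.02 and -0.07.

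Direction followed the class of gene. Of the 779 genes higher at an unadjusted p under 0.05, 42.5% are annotated as pseudogenes and 36.3% as protein-coding, while of the 1059 lower genes 3.78% are pseudogenes and 92.9% protein-coding. Among all genes tested, 15.2% are pseudogenes and 67.4% protein-coding. The median log2 fold change was 0.13 over 2671 pseudogenes, 0.19 over 882 long non-coding RNAs and -0.10 over 11867 protein-coding genes. The pseudogene minus protein-coding median was 0.23, against at most 0.19 in absolute value in the other 9 splits of the arrays, and 0.17 to 0.29 as each array was left out or with another normalization. In the same direction, the shortest 25% of genes had a median of 0.18 and the longest 25% one of -0.19, and the correlation of log2 fold change with gene length across genes was -0.39 (Spearman), with up to 0.37 in absolute value in the other splits. No explanation was tested for this.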
